# Partial Compensation of IL‐17 Production by Vγ1 T Cells in the Absence of Vγ4 and Vγ6 T Cells

**DOI:** 10.1002/eji.70061

**Published:** 2025-09-20

**Authors:** Ziqing Wang, Tao Yang, Federico Lupo, Lara‐Marie Behrens, Anika Janssen, Seth B. Coffelt, Immo Prinz, Inga Sandrock, Sarina Ravens

**Keywords:** γδ T cells, Development, IL‐17, T cell receptor

## Abstract

γδ T cells are unconventional T cells that group into different subsets based on the usage of variable γδ T cell receptor (TCR) gene segments, body location, and functionality. γδ T cells that secrete the proinflammatory cytokine interleukin 17 (IL‐17) predominantly express a Vγ4^+^ or Vγ6^+^ γδ TCR. The biology and the importance of the γδ TCR of IL‐17‐producing γδ T cells are not well understood. Here, we investigated the IL‐17 production capability of γδ T cells in mice deficient for Vγ4^+^ and Vγ6^+^ γδ TCRs using flow cytometry, TCR‐seq, and single‐cell transcriptomics. Our data show that Vγ1 T cells only partially compensate for the loss of IL‐17^+^ Vγ4 and Vγ6 T cell subsets in lymphoid and nonlymphoid tissues. They develop pre‐ and postnatally and were predominantly detectable in their physiological body habitats. Collectively, the data underscore the nonredundant roles of Vγ4⁺ and Vγ6⁺ subsets in IL‐17‐mediated immunity.

## 1 Introduction

γδ T cells play a crucial role in the immune system as rapid responders at the interface of innate and adaptive immunity, capable of recognizing stress signals and pathogens without the need for classical antigen presentation. γδ T cells act as a defense against pathogens, as proinflammatory cells, or as mediators of tissue homeostasis. In general, murine γδ T cells are divided into two main functional subsets: those that produce the cytokine IL‐17 (γδ17) and those that secrete IFN‐γ (γδ1). However, certain γδ T cells also exhibit functional plasticity. For example, subsets in the gut can co‐produce IL‐17 and IFN‐γ [1], and inflammatory stimuli can induce IFN‐γ production by γδ17 cells [2, 3, 4]. Furthermore, γδ T cells can exhibit a variety of functional phenotypes, such as interacting with other immune cells and producing growth factors under certain circumstances [5].

Moreover, certain subsets develop during the prenatal period, at which point they acquire effector functions, including the capacity for rapid cytokine release, prior to leaving the thymus [6]. The genomic organization of the γδ T cell receptor (TCR) locus suggests that rearrangement processes of the variable (V) genes of the TCR might be developmentally regulated, which could explain the ordered appearance of distinct TCRs [7, 8, 9]. Overall, the time of appearance is associated with the Vγ‐segment usage of the γδ T‐cell receptor (TCR), location, and functionality [10, 11]. From the embryonic day 15 on the development starts with murine IFN‐γ^+^ Vγ5 T cells that seed to the epidermis (known as DETCs) [12]; followed by Vγ6 T cells that become IL‐17 producers and populate different tissue sites, and by a fraction of Vγ4 T cells that have also the potential to secrete IL‐17 shortly after the Vγ6 T cells [12]. In the perinatal and postnatal period, Vγ7 T cells home to the intraepithelial compartment of the gut, and Vγ1 and Vγ4 T cells become naïve CD27^+^ circulating cells in lymphoid and other organs such as the liver, where they further differentiate into IFN‐γ^+^ γδ T cells upon activation [10, 14]. In addition, CD27^+^ γδ T cells can convert into highly cytotoxic, anticancer CD27^+^ Ly6C^+^ γδ T cells [15].

The default programming of IL‐17 production that is evident prior to TCR expression in thymic Vγ6^+^ γδ T cell progenitor cells is one key factor in determining function [13, 16]. It is unclear whether this is linked to the hematopoietic origin of fetal‐derived cells, as it has been described for Vγ5 T cells [17]. Furthermore, TCR signals play a pivotal role in the functional differentiation and the maintenance of γδ T cell subsets. It has been proposed that strong TCR signals lead to the development of an IFN‐γ‐secreting phenotype, while weak TCR signals favor the development of IL‐17 producers [14, 18, 19, 20, 21, 22]. To illustrate, during development, the engagement of the Vγ5^+^ TCR with Skint‐1 diverts these cells away from key molecules associated with IL‐17‐producing cells, such as Sox13, RORγt, and Scart‐2, and initiates differentiation toward IFN‐γ‐secreting cells [20]. Moreover, studies on the expression of a haploinsufficient CD3 mutant in vivo, as well as on the modulation of the TCR signaling strength in developing γδ T cells in vitro, suggest that weaker TCR signals support the generation of IL‐17 producers independently of Vγ‐chain usage [19, 23]. However, the knowledge of γδTCR ligands and their role in the functional differentiation and peripheral maintenance for murine Vγ6 and Vγ4 T cells, which are the dominant IL‐17 producers, remains elusive [21]. It has been suggested that the TCRs of γδ17 cells are poly‐specific and can be activated by various small metabolic products [24, 25, 26].

To determine the implication of Vγ chain usage on the functional commitment and tissue distribution of γδ17 cells, we investigated the IL‐17 production in mice that were double deficient for Vγ4^+^ and Vγ6^+^ TCRs. To this end, we used a well‐established mouse model that is deficient in both Vγ4^+^ and Vγ6^+^ γδ T cells [27]. In these mice, Vγ1 T cells constitute the predominant population in the peripheral lymphoid organs, liver, and lung. This mouse model has been widely used to study cross‐talk between γδ T cells and other immune cells, as well as the balance between different γδ T cell subsets in immune responses. In particular, it has been employed to study the interaction of γδ T cells with B cells, and it has been shown that a deficiency of specific γδ T cell subsets has a greater impact on antibody secretion and B cell maturation, and it was presumed that Vγ1 T cells are counter‐regulated by Vγ4 T cells in this case [28, 29, 30, 31]. In this study, we examined the prevalence of Vγ1 T cells in various body regions and investigated their capacity for IL‐17 production, the TCR repertoire, and gene expression programs in lung Vγ1 T cells. In summary, the data indicate that Vγ1^+^ γδ T cells only partially compensate for the loss of IL‐17^+^ Vγ4 and Vγ6 T cell subsets in normal body habitats of Vγ1 T cells. This reinforces the view that the expressed TCR associates with IL‐17‐producing γδ T cells.

## 2 Results

### 2.1 Enrichment of IL‐17^+^ CD44^high^ Vγ1 T Cells in the Absence of Vγ4 and Vγ6 T Cells

Here, we investigated the IL‐17 production capability of γδ T cells in Vγ4^−/−^/Vγ6^−/−^ knock‐out (KO) mice, which lack Vγ4 and Vγ6 T cells. An overall increase in the frequency, but not the total cell number, of γδ T cells among CD3^+^ T lymphocytes was observed (Figure S1A,B). Moreover, the number of total pLN Vγ1 T cells was significantly higher in Vγ4^−^/^−^ / Vγ6^−^/^−^ mice (Figure S1C). Next, to study IL‐17 production by γδ T cells, peripheral lymph node (pLN) cells from wild‐type (WT) and Vγ4^−/−^/Vγ6^−/−^ mice were stimulated with the cytokines IL‐1β and IL‐23 in vitro. IL‐17A production by γδ T cells, as measured by frequency, was significantly reduced, though not completely absent, in Vγ4^−/−^/Vγ6^−/−^ mice (Figure 1A). Total cell numbers were similar among WT and Vγ4^−/−^/Vγ6^−/−^ mice (Figure 1A). Vγ1 T cells accounted for the majority (approximately 80%) of IL‐17⁺ γδ T cells in Vγ4^−/−^/Vγ6^−/−^ mice. However, some IL‐17A⁺ cells were also present in non‐Vγ1 T cell subsets (Figure S1D). Regarding Vγ1 T cells specifically, an increase in the frequency of IL‐17^+^ cells among Vγ1 T cells and in the total number of IL‐17^+^ Vγ1 T cells was evident (Figure 1B). Overall, these results suggest either homeostatic expansion or increased development of IL‐17^+^ Vγ1 T cells in the absence of Vγ4 and Vγ6 T cells.

**FIGURE 1:**
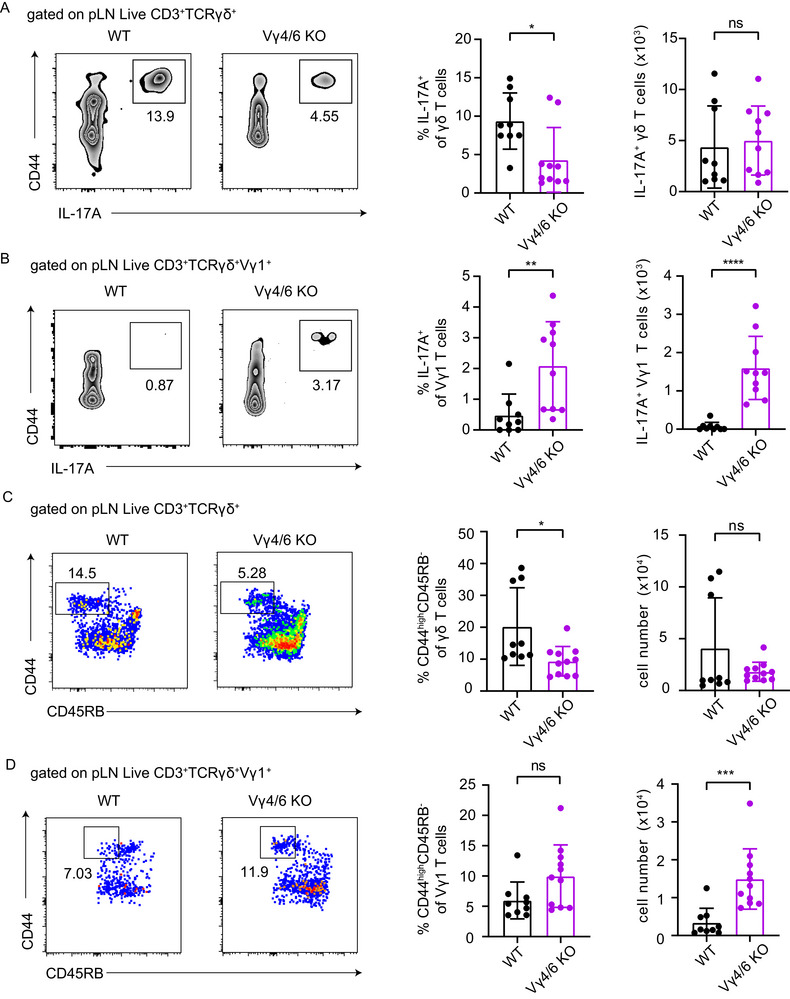
Abundance of IL‐17‐producing γδ T cells in Vγ4^−/−^/Vγ6^−/−^ adult mice. (A) Representative FACS plots and graphs demonstrate frequencies and cell numbers of IL‐17‐producing γδ T cells in the peripheral lymph nodes of WT and Vγ4^−/−^/Vγ6^−/−^ mice. (B) Representative FACS plots and graphs indicate frequencies and cell numbers of IL‐17‐producing Vγ1 T cells in WT and Vγ4^−/−^/Vγ6^−/−^ mice. Cytokine production was assessed after overnight in vitro stimulation of lymphocytes with IL‐23 and IL‐1β. (C) Representative FACS plots and graphs show frequencies and cell numbers of CD44^high^ CD45RB^−^ γδ T cells in the pLNs of WT and Vγ4^−/−^/Vγ6^−/−^ mice. (D) Representative FACS plots and graphs demonstrate frequencies and cell numbers of CD44^high^ CD45RB^−^ Vγ1 T cells in the pLNs of WT and Vγ4^−/−^/Vγ6^−/−^ mice. Data are representative of three independent experiments with *n* = 3 or 4 per group. *p*‐values were determined using an unpaired Mann–Whitney test (ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). γδ T = gamma‐delta T; WT = wild‐type; KO = Vγ4^−/−^/Vγ6^−/−^.

Next, we investigated the phenotypes of γδ T cells in the Vγ4^−/−^/Vγ6^−/−^ mice and compared them with WT conditions. The expression of the surface proteins CD44 and CD45RB allows γδ T cells to be separated into two subsets: CD44^high^ CD45RB^−^, referred to as IL‐17 producers (γδ17), and CD44^int^ CD45RB^+^, referred to as type 1 immunity effector (γδ1) subsets [18]. The frequency of CD44^high^ CD45RB^−^ γδ T cells, but not the cell numbers, was lower in Vγ4^−/−^/Vγ6^−/−^ mice than in WT conditions (Figure 1C). Consistent with IL‐17 production capability, slightly increased frequencies and numbers of CD44^high^ CD45RB^−^ Vγ1 T cells were noted in the lymphoid organs of Vγ4^−/−^/Vγ6^−/−^ mice (Figure 1D).

In summary, the data indicate that the absence of Vγ4 and Vγ6 T cells is partly compensated by elevated levels of IL‐17A produced by Vγ1 T cells in peripheral lymphoid organs.

### 2.2 TCR Repertoires of IL‐17^+^ and IL‐17^−^ Vγ1 T Cells Are Highly Similar

Fetal‐derived γδ T cells have a restricted TCR repertoire with minimal diversity, whereas it is thought that postnatal‐derived T cells possess significantly more diverse TCR repertoires [32]. To elucidate whether IL‐17^+^ and IL‐17^−^ Vγ1 T cells exhibit similar or different TCR repertoire diversity, an mRNA‐based next‐generation sequencing analysis of δ chain sequences (TCR‐seq) was conducted on FACS‐sorted IL‐17^+^ and IL‐17^−^ γδ T cells obtained from pLNs of Vγ4^−/−^/Vγ6^−/−^ mice. 

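The δ chain TCR-seq comprised 6 samples, 3 of IL-17 neg and 3 of IL-17 pos γδ T cells, numbered 13-01, 20-01 and 27-01 in each group. pLN cells were incubated with PMA (10 ng/mL) and ionomycin (1 µg/mL) for 3 h, and IL-17-secreting cells were marked with a secretion assay, which captures the released cytokine on the surface of the cell that made it. The antibodies listed for the sort bind biotin, TCRγ/δ, TCRβ and CD3e, and no antibody against a single Vγ chain is listed. After RACE PCR and MiSeq sequencing, the authors annotated the reads with MiXCR, which joins reads with the same CDR3 sequence into a clonotype. The deposited tables give, for each library and for each read of the pair, the number of reads per clonotype with its CDR3 sequence and its V, D and J segments. Values reported here come from the table of the first read (R1), because the paper's text does not name the read that was used. Between 95803 and 142169 R1 reads per sample were assigned to clonotypes, with no out-of-frame clonotype or stop codon among them. *Trdv1* and *Trdv5* took all but 61 of these reads. They formed 197, 221 and 699 clonotypes in the IL-17 neg samples 13-01, 20-01 and 27-01, and 166, 276 and 648 in the IL-17 pos samples of the same numbers. Clonotypes with 1 or 2 reads made up between 35.6% and 70.1% of the clonotypes of a sample but at most 0.252% of its reads. No molecular identifiers are described for the libraries, so reads are not independent molecules, and the intervals and limits given for shares of reads cover counting error only. Groups were compared with exact two-sided permutation tests, in which 3 samples against 3 have 20 assignments and cannot give a p below 0.1.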

The TCR repertoire diversity, as measured by the inverse Simpson index, showed no significant difference between IL‐17^+^ and IL‐17^−^ cells (Figure 2A). Moreover, similar numbers of N‐insertions (nucleotide insertions) within the CDR3 region of δ‐chain sequences were observed in both IL‐17^+^ and IL‐17^−^ cells (Figure 2B). Also, the length of the CDR3 region was found to be highly similar between IL‐17^+^ and IL‐17^−^ cells that were either *Trdv1* ^+^ or *Trdv5* ^+^ (Figure 2C). 

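Clonotypes were merged on the CDR3 nucleotide sequence, as in the legend of Figure 2A, and the index was calculated from the shares of *Trdv1* and *Trdv5* reads. The inverse Simpson index, the number of equally abundant clonotypes that would give the same diversity, was 103 ± 116 (SD, n = 3) in IL-17 neg samples and 123 ± 90.2 (SD, n = 3) in IL-17 pos samples. The difference of 20.8 was smaller than the SD of either group (exact permutation test, p = 0.6). Single IL-17 neg samples had indices of 40.7 (13-01), 30.3 (20-01) and 236.8 (27-01). Among IL-17 pos samples the indices were 63.5 (13-01), 79.5 (20-01) and 227.2 (27-01). Without IL-17 neg 27-01 the difference was 87.9, and without IL-17 pos 27-01 it was -31.1. It was also below 0 without IL-17 neg 13-01 (-10.2) or IL-17 neg 20-01 (-15.3). Each of these omissions gave 27-01, the highest in both groups, unequal weight in the 2 means. Of the other ways of calculating the index, the R2 tables moved the difference most, to 9.76.

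**Figure D1:**
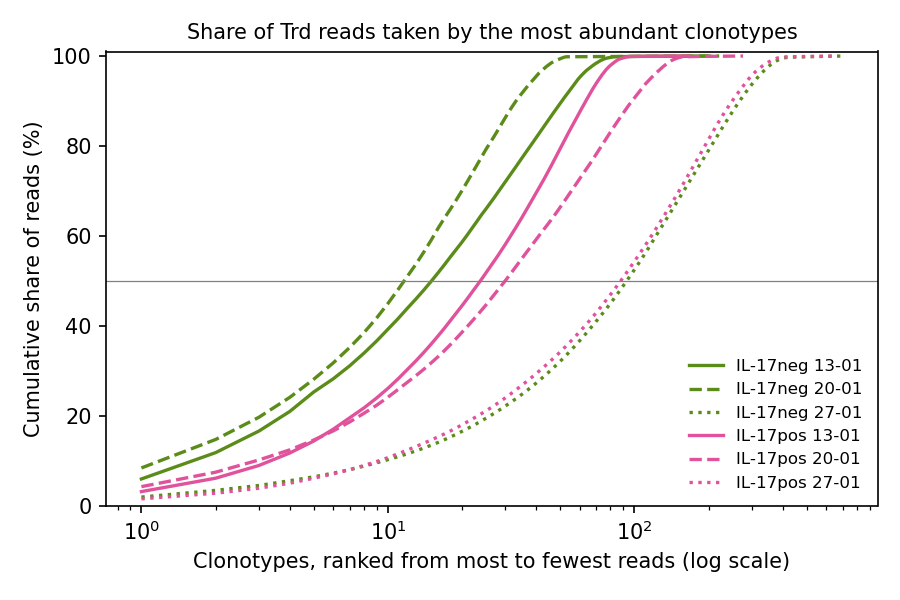
Cumulative share of *Trdv1* and *Trdv5* reads (%, vertical axis) against clonotypes ranked by reads (horizontal axis, log scale), with 1 line per sample, colored by group and with a line style for each sample number. 50% of the reads are reached with 94 and 89 clonotypes in the 27-01 samples and with 12 to 30 in the others.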

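N-insertions were counted from the segment borders that the files give within each CDR3, as the nucleotides between V and D plus those between D and J, for clonotypes with an assigned D segment. Palindromic nucleotides that the annotation adds to the ends of V and J are not counted. Weighted by reads, IL-17 neg samples had 6.99 ± 0.665 (SD, n = 3) N-insertions per sequence and IL-17 pos samples 6.75 ± 0.346 (SD, n = 3). The difference of -0.238 nucleotides was smaller than both SDs (exact permutation test, p = 0.7). Values ranged from 6.38 to 7.69 in IL-17 neg samples and from 6.46 to 7.13 in IL-17 pos samples. The direction changed to 0.329 when each clonotype was counted once instead of by its reads (exact permutation test, p = 0.5), and to 0.117 without IL-17 neg 20-01.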

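CDR3 lengths were compared in amino acids, with each clonotype counted once. *Trdv1* clonotypes had a median length of 17 in both groups (521 clonotypes in IL-17 neg and 567 in IL-17 pos samples, pooled over 3 samples each). *Trdv5* clonotypes had a median of 18 in both groups (596 and 523 clonotypes). The mean length of *Trdv1* clonotypes per sample was 16.8 ± 0.0308 (SD, n = 3) in IL-17 neg and 17.2 ± 0.303 (SD, n = 3) in IL-17 pos samples. Every IL-17 pos sample had a higher mean than every IL-17 neg sample, a difference of 0.400 amino acids with the smallest p that the design allows (exact permutation test, p = 0.1). Chance alone separates 3 samples from 3 in this way, in either direction, with a probability of 0.1. The difference rested largely on clonotypes with a single read, since it fell to 0.109 when at least 2 reads were required (exact permutation test, p = 0.5). For *Trdv5* clonotypes the means were 17.5 ± 0.373 (SD, n = 3) and 17.8 ± 0.324 (SD, n = 3), and the groups overlapped (exact permutation test, p = 0.2).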

In terms of Vδ‐gene usage, approximately 50% of the sequences consist of the *Trdv5* gene segment, while 30% of the sequences consist of the *Trdv1* gene segment, regardless of cytokine production (Figure 2D). 

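The *Trdv5* segment took 61.2% ± 3.80 (SD, n = 3) of the *Trdv1* and *Trdv5* reads in IL-17 neg samples and 56.8% ± 9.38 (SD, n = 3) in IL-17 pos samples (exact permutation test, p = 0.6). The remainder, 38.8% and 43.2%, was *Trdv1*. IL-17 pos 13-01 had the lowest *Trdv5* share, 46.2%, and without it the *Trdv5* share was higher in IL-17 pos samples by 0.992 percentage points. The difference of -4.35 percentage points was -0.00511 in the R2 tables, where *Trdv5* took 72.7% of the reads in both groups, and -11.7 as a share of clonotypes (exact permutation tests, p = 1 and p = 0.3). On chromosome 14 of GRCm38, *Trdv1* lies from 53881612 to 53882217. *Trdv5* lies from 54148662 to 54149201, downstream of the constant region *Trdc* and in the opposite orientation to the other segments shown, and its use requires an inversion of the DNA between it and the D segments. Most reads joined the V segment to *Trdd2* (54122226 to 54122241) and *Trdj1* (54123138 to 54123188). *Trdv5 Trdd2 Trdj1* held 53.6% ± 8.66 (SD, n = 3) of reads in IL-17 neg and 45.1% ± 7.77 (SD, n = 3) in IL-17 pos samples. *Trdv1 Trdd2 Trdj1* held 33.7% ± 2.27 (SD, n = 3) and 39.0% ± 7.07 (SD, n = 3). Joins of *Trdv5* to *Trdj1* without an assigned D segment held 4.77% ± 4.08 (SD, n = 3) and 8.97% ± 2.29 (SD, n = 3), and those of *Trdv1* 4.45% ± 1.82 (SD, n = 3) and 3.71% ± 2.34 (SD, n = 3). With *Trdd1*, which lies from 54113468 to 54113476, the shares were 2.81% ± 0.841 (SD, n = 3) and 2.77% ± 0.450 (SD, n = 3) for *Trdv5*, and 0.603% ± 0.797 (SD, n = 3) and 0.418% ± 0.648 (SD, n = 3) for *Trdv1*. By share of reads, the exact permutation tests of these 6 rearrangements gave a lowest p of 0.3 (0.84 after Benjamini-Hochberg adjustment over the 6). By share of clonotypes, *Trdv1 Trdd2 Trdj1* was higher in every IL-17 pos sample (44.9% to 58.4%) than in every IL-17 neg sample (34.8% to 44.3%). This difference of 11.8 percentage points had the smallest p that the design allows (exact permutation test, p = 0.1, adjusted p = 0.6), and it gives clonotypes of few reads the same weight as the others. The 4 smaller differences changed direction under other settings.

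**Figure D2:**
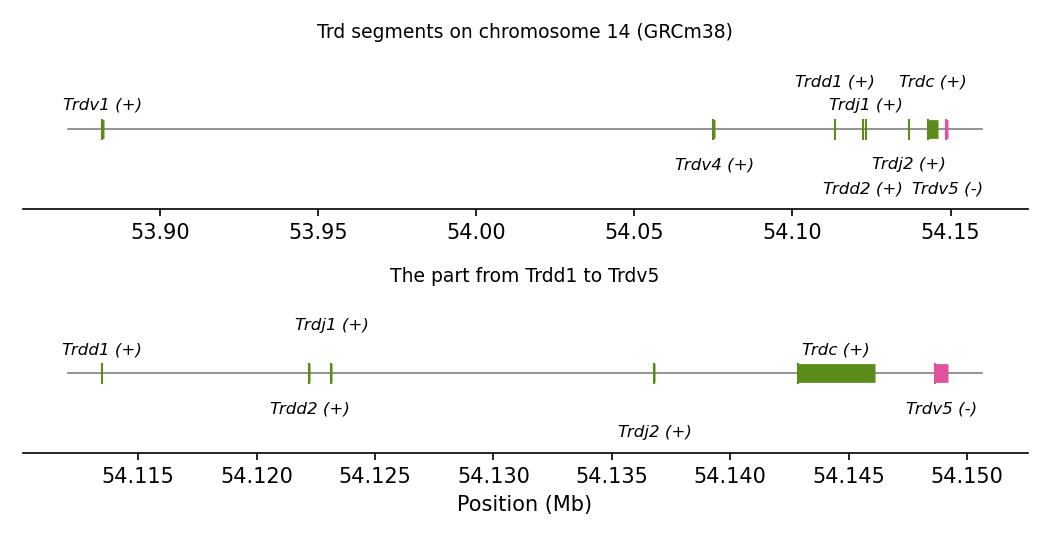
Positions (Mb, horizontal axis) of *Trd* segments on chromosome 14 of GRCm38, to scale, with the strand of each segment in parentheses and by color. The lower map enlarges the part from *Trdd1* to *Trdv5*, where *Trdv5* is the segment on the opposite strand.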

Notably, Kashani et al. [33] found a specific germline‐rearranged, canonical Vδ5Dδ2Jδ1 sequence that was restricted to IL‐17‐producing, fetal‐derived Vγ4 T cells. 

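A germline-rearranged *Trdv5 Trdd2 Trdj1* sequence joins the 3 segments without N-insertions. In GRCm38 the coding end of *Trdv5*, the whole of *Trdd2* (ATCGGAGGGATACGAG) and the start of *Trdj1* join in frame to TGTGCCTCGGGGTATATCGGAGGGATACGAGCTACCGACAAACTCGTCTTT, which encodes the CDR3 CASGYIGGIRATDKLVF. The paper's text does not print the canonical sequence. This CDR3, with no N-insertion by the segment borders in the files, was counted as canonical from recall, and its identity with the published sequence was not checked. IL-17 pos 27-01 held 296 reads of it, 0.208% of its reads (95% Wilson interval 0.186% to 0.233%). No read was found in IL-17 pos 13-01 or 20-01, which allows shares of up to 0.00304% and 0.00313%. IL-17 neg 27-01 held 1705 reads, or 1.49% (95% Wilson interval 1.42% to 1.56%), and IL-17 neg 20-01 held 1 read. With no read in IL-17 neg 13-01, a share of up to 0.00279% remains possible. Thus 1 of 3 IL-17 pos and 2 of 3 IL-17 neg samples held this CDR3 (Fisher's exact test on samples, two-sided p = 1), or 1 of 3 in each group when at least 2 reads were required. The germline nucleotide sequence accounted for the 1705 reads in IL-17 neg 27-01 and for no read elsewhere. The reads in IL-17 pos 27-01 and IL-17 neg 20-01 had the synonymous sequence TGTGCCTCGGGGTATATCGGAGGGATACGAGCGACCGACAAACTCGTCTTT, to which the files also assign no N-insertion. When trimmed germline segments were joined without added bases, only the germline sequence above gave this CDR3. The synonymous sequence thus holds a base that does not match the reference segments, which the segment borders do not show. IL-17 pos 27-01 and IL-17 neg 20-01 shared 99 clonotypes, more than any other pair, each with at least 50 times more reads in one of them. The mean share was 0.496% in IL-17 neg and 0.0694% in IL-17 pos samples, a difference of -0.427 percentage points, which became 0.0690 without IL-17 neg 27-01.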

In this study, the Vδ5Dδ2Jδ1^+^ canonical TCR sequence was present in only one of the IL‐17^+^ samples (Figure 2D). Taken together, the TCR repertoire analysis depicts a high similarity between the TCRs of IL‐17^+^ and IL‐17^−^ Vγ1 T cells. This suggests that IL‐17 production is not associated with a specific set of Vγ1^+^ TCRs or a particular origin in early life.

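Similarity was also measured clonotype by clonotype, with a clonotype defined by its CDR3 nucleotide sequence and V and J segments. The Morisita-Horn index, which is 0 for repertoires that share nothing and 1 for identical ones, had a median of 0.0105 over the 15 pairs of samples. The largest value, 0.144, was between IL-17 neg 13-01 and IL-17 pos 20-01, and 7 pairs were under 0.01. That pair had 2 clonotypes with at least 10 reads in both. The index weighs abundant clonotypes most. A single *Trdv5* sequence, which encodes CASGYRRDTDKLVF, had 6393 reads in IL-17 neg 13-01 and 4057 in IL-17 pos 20-01. The index was not calculated without this CDR3, so the means and the difference below may rest largely on it. Pairs between the groups averaged 0.0339 (9 pairs) and pairs within a group 0.0158 (6 pairs). The difference was 0.0181, and of the 10 possible splits of the samples a share of 0.9 gave a difference as low (exact test, one-sided). The smallest share possible is 0.1, so this test could not have shown lower sharing between the groups at the level of 0.05. Without IL-17 neg 13-01 the difference was -0.0114, with a share of 0.4 of the splits as low. Read counts per amino acid clonotype were compared with edgeR's quasi-likelihood test for the 44 clonotypes found in at least 3 of the 6 samples. With at least 10 reads per clonotype required, only 3 were found in at least 3 samples. Most of the 44 thus entered through counts of a few reads, which may include reads carried over between libraries. The test therefore says little about clonotypes that are abundant in several samples. No clonotype differed at an adjusted p under 0.05 (Benjamini-Hochberg), and 0 had an unadjusted p under 0.05. DESeq2 also called 0. At the dispersion estimated for these clonotypes, 9.86, the same test recovered 0 of 10 simulated 64-fold changes, so changes of that size would be missed, and larger ones were not simulated. From the repertoire analysis as a whole, including the canonical sequence in a single IL-17+ sample, the paper proposes that neither a particular set of Vγ1 TCRs nor an early-life origin goes with IL-17 production.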

**FIGURE 2:**
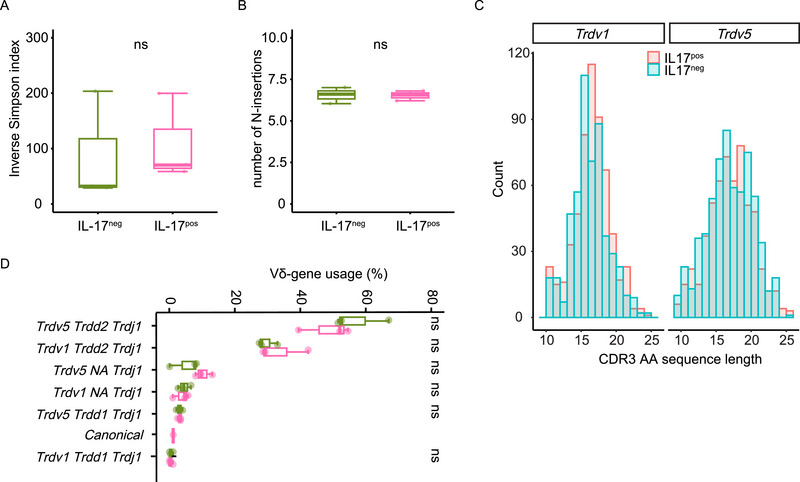
TCR repertoires of IL‐17^pos/neg^ γδ T cells do not differ in Vγ4^−/−^/Vγ6^−/−^ mice. TCR‐seq analysis of FACS‐sorted IL‐17‐secreting γδ T cells or non‐IL‐17‐secreting γδ T cells from pLNs of Vγ4^−/−^/Vγ6^−/−^ mice (three samples per group). (A) Inverse Simpson diversity indices of the *Trd* repertoire of IL‐17^neg^ γδ T cells (green) and IL‐17^pos^ γδ T cells (pink), calculated based on the variety of CDR3.nt sequences within the repertoire. (B) Number of N‐insertions in the respective subsets. (C) Distribution of CDR3 amino acid lengths in *Trdv1* and *Trdv5* clones from IL‐17^neg^ γδ T cells (blue) and IL‐17^pos^ γδ T cells (red). (D) Usage of the δ chain. Percentage of total repertoire shown for each rearrangement. Statistical analysis was performed using the Wilcoxon test (ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

### 2.3 Vγ1 T Cells Accumulate as CD44high CD45RB^−^ Cells in the Lung of Vγ4^−/−^/Vγ6^−/−^ Mice

Since γδ T cells are a major source of IL‐17 in tissues [34], we next studied these cells in the lung, uterus, and skin of Vγ4^−/−^/Vγ6^−/−^ mice. We confirmed that the lungs and the uteruses of WT mice consist of Vγ1 T cells, Vγ4 T cells, and others (presumably Vγ6^+^), whereas Vγ1 T cells are largely absent from the skin (Figure 3A). Nevertheless, the frequency of Vγ1 T cells among the total γδ T cells was increased in all studied tissues in the absence of Vγ4 and Vγ6 T cells (Figure 3B). The absolute cell number of Vγ1 T cells was also higher in the tissues of Vγ4^−/−^/Vγ6^−/−^ mice, with the highest abundance observed in the lungs (Figure 3B).

**FIGURE 3:**
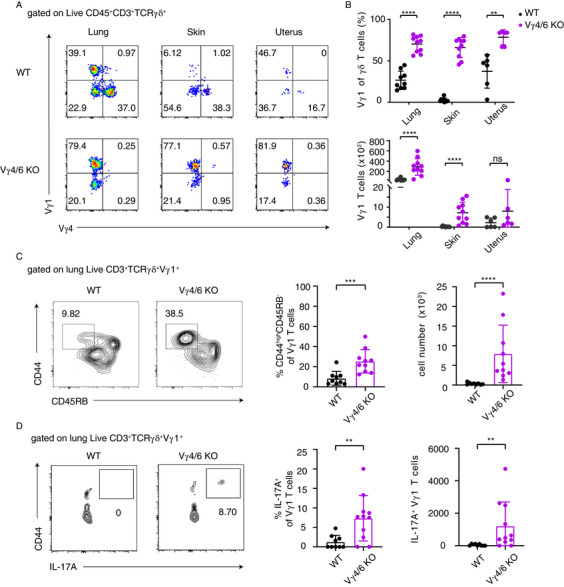
Abundance and phenotypes of Vγ1 T cells in tissues. (A) Representative FACS plots demonstrate frequencies of Vγ1 T cells in the lung (left), skin (middle), and uterus (right) of WT and Vγ4^−/−^/Vγ6^−/−^ mice. (B) Graphs show frequencies (up) and cell numbers (down) of Vγ1 T cells in the lung, skin, and uterus of WT and Vγ4^−/−^/Vγ6^−/−^ mice. (C) Representative FACS plots and graphs demonstrate frequencies and cell numbers of CD44^high^ CD45RB^−^ Vγ1 T cells in the lung of WT and Vγ4^−/−^/Vγ6^−/−^ mice. (D) Representative FACS plots and graphs demonstrate frequencies and cell numbers of IL‐17‐producing Vγ1 T cells in the lung of WT and Vγ4^−/−^/Vγ6^−/−^ mice. Cytokine secretion was assessed after overnight stimulation with IL‐23 and IL‐1β. Data are representative of two or three independent experiments with *n* = 3 or 4 per group. *p*‐values were determined using an unpaired Mann–Whitney test (ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). γδ T = gamma‐delta T; WT = wild‐type; KO = Vγ4^−/−^/Vγ6^−/−^.

Next, the phenotypic analyses focused on γδ T cells in the lung, given the higher number of cells present in this organ. Increased frequencies and numbers of CD44^high^ CD45RB^−^ Vγ1 T cells were evident in the lung of Vγ4^−/−^/Vγ6^−/−^ mice (Figure 3C). In addition, CD44^high^ Vγ1 T cells expressed the surface marker CD103, indicating tissue‐resident T cells (Figure S2B). Furthermore, IL‐17A production was assessed following in vitro stimulation with IL‐1β and IL‐23. An increase in IL‐17A^+^ Vγ1 T cells was observed in the lungs of Vγ4^−/−^/Vγ6^−/−^ mice (Figure 3D). However, overall IL‐17A production by total γδ T cells was significantly reduced in Vγ4‐ and Vγ6‐deficient mice (Figure S2C). To additionally explore whether the lung environment preferentially supports γδ17 differentiation, we compared the frequency and absolute number of CD44^high^ CD45RB^−^ Vγ4 T cells in the lungs and skin of only WT mice (Figure S2D). While the lung contained a greater number of total CD44^high^ CD45RB^−^ Vγ4 T cells, the frequency of these cells within the γδ T cell population was similar in the lung and skin. Notably, only CD44^high^, but not CD45RB^+^, Vγ4 T cells were evident in the skin (Figure S2D). Collectively, these data imply that, in some tissues (particularly in the lung), IL‐17‐producing Vγ1 T cells increase as tissue‐resident cells in Vγ4^−/−^/Vγ6^−/−^ mice.

### 2.4 Enhanced γδ17 Gene Expression Signatures in Lung Vγ1 T Cells from Vγ4^−/−^ /Vγ6^−/−^ Mice

To investigate the molecular programs of lung Vγ1 T cells in the absence of Vγ4 and Vγ6 T cells, single‐cell RNA sequencing (scRNAseq) analysis was performed on lung Vγ1 T cells of Vγ4^−/−^/Vγ6^−/−^ mice (KO). The transcriptional profiles were then compared with those of lung non‐Vγ1 T cells (most likely Vγ4 and Vγ6 T cells) of WT mice (WT). The transcriptomes of 5253 KO Vγ1 T cells and 2191 WT non‐Vγ1 T cells were obtained and divided into five Clusters (c1‐c5) according to their differentially expressed genes (DEG) (Figure 4A; Figure S3A). Clusters c1‐c2 were overrepresented in WT lungs (Figure 4B; Figure S3B). Clusters c1 and c2 were identified as γδ17 cells and can be further subdivided into definitive‐positive cells, which express canonical type 3 genes, including *Maf*, *Rorc*, *Il17a*, and *Il17f*, and definitive‐negative cells, which lack these markers but express other type 3 genes (e.g., *Blk*, *Icos*, *Ccr2*, *S100a4*) (Figure 4C; Figure S3C,D).

**FIGURE 4:**
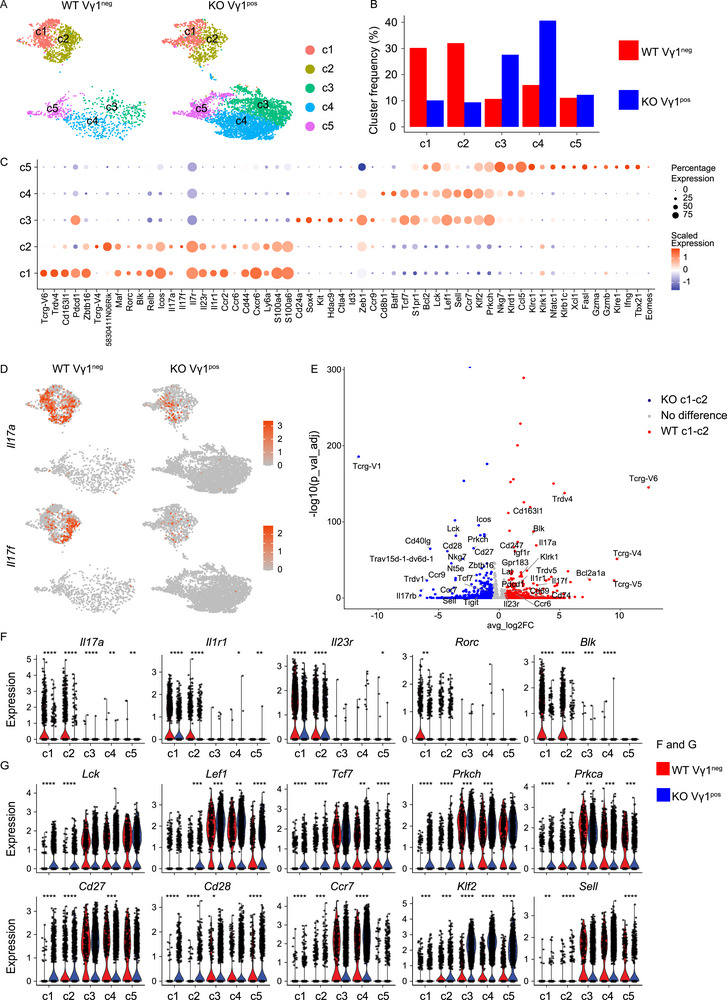
scRNA‐seq identifies γδ17 gene expression profiles in lung Vγ1 T cells. (A) UMAP representation of WT Vγ1^neg^ and KO Vγ1**^pos^** T cell transcriptomes, colored by cluster. (B) The bar plot reveals fractions (%) of absolute cell numbers from WT Vγ1^neg^ and KO Vγ1**^pos^** T cells that contribute to clusters c1‐c5. (C) Dot plots displaying average gene expression per cluster. Gene expression values were scaled to a log2 fold change (logFC). Dots are colored by average logFC and sized by the percentage of cells expressing each gene per cluster. (D) UMAPs show *Il17a* and *Il17f* expression in WT Vγ1^neg^ and KO Vγ1**^pos^** T cells. (**E**) Volcano plot shows differentially expressed genes (DEGs) among WT Vγ1^neg^ and KO Vγ1^pos^ γδ17 cluster (c1‐c2). Upregulated DEGs are identified with log2FC >0.5 and p_val_adj <0.05. (**F‐G**) Violin plots show gene expression of indicated genes in the five clusters and are divided between WT Vγ1^neg^ and KO Vγ1^pos^ T cells. Statistical significance was determined by unpaired two‐sided Wilcoxon–Mann–Whitney *U* test; (not significant, *p* > 0.05 (not shown), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

Of the two γδ17 Clusters, cluster c1 was identified as Vγ6 T cells, characterized by high expression of *Tcrg‐V6*, *Trdv4* (Vδ1 chain), *Cd163l1* (encoding SCART1), and *Pdcd1* (encoding PD‐1) (Figure 4C; Figure S3D). These are established gene markers for IL‐17A^+^ Vγ6 T cells [35, 36, 37, 38, 39]. In contrast, Cluster c2 cells display high expression of *Tcrg‐V4* and *5830411N06Rik* (encoding SCART2) and have therefore been annotated as IL‐17A^+^ Vγ4 T cells [38] (Figure 4C; Figure S3D). Interestingly, KO Vγ1 T cells also cluster in c1‐c2, but do not express *Tcrg‐V4* or *Tcrg‐V6*; instead, they express *Tcrg‐V1* (Figure 4A; Figure S3D,E). Expression of γδ17 T cell‐related markers such as *Maf*, *Ccr2*, and *S100a4* suggests that the Vγ4^−/−^/Vγ6^−/−^ KO Vγ1 T cells in cluster c1‐c2 present the same γδ17 Clusters as the WT non‐Vγ1 T cells (Figure S3F).

Clusters c3‐c4 were overrepresented in the FACS‐sorted Vγ1 T cells of KO mice and were identified as IFNγ‐committed γδ (γδ1) cells because they express *Tcf7*, *Lck*, *Batf*, and *Klrd1*. These genes have been previously reported to be associated with γδ1 cells [35] (Figure 4B,C). Cluster 5 is present at similar levels in WT and Vγ4^−/−^/Vγ6^−/−^ KO mice and shows high levels of *Eomes*, *Gzma*, and *Gzmb* expression, associated with cytotoxicity (Figure 4B,C; Figure S3B,D).

Consistent with the FACS data obtained from in vitro stimulation assays, transcripts for *Il17a* and *IL17f* were detected in Vγ1 T cells from KO mice, albeit at a lower abundance, as illustrated in the feature UMAP plot (Figure 4D).

To further define transcriptional differences, DEGs analysis was performed on WT and KO cells from the γδ17 Cluster c1‐c2 (Figure 4E). As expected, *Tcrg‐V4* and *Tcrg‐V6* transcripts are significantly enriched in WT Vγ1^neg^ T cells. Importantly, KO Vγ1^+^ T cells displayed lower expression of effector genes such as *Il17a* and *Il17f*, indicating downregulated functionality. They also displayed lower expression of cytokine receptors, including *Il23r* and *Il1r1*, as compared with WT cells (Figure 4E,F). In contrast, the γδ17 Clusters of KO Vγ1 T cells showed high expression of TFs involved in TCR signaling, such as *Lck*, *Lef1*, and *Tcf7* (encoding TCF‐1) [40, 41, 42] as well as other molecules related to TCR signaling, such as *Prkch* and *Prkca* (Figure 4E,G). They also displayed high expression of the tumor necrosis factor receptor *Cd27* and immunoglobulin member *Cd28*, which act as costimulatory molecules for γδ1 T cells. They also displayed higher expression of the tissue homing markers *Ccr7*, *Klf2*, and *Sell* (encoding CD62L) (Figure 4E,G). Taken together, scRNAseq analysis revealed the RNA expression profiles of γδ17 cells in Vγ1 T cells in the absence of Vγ6 and Vγ4 T cells. These cells showed enrichment for genes associated with high TCR signaling events, setting them apart from γδ17 cells in WT conditions.

### 2.5 IL‐17^+^ Vγ1 T Cells Are Present in the Adult, Neonatal, and Fetal thymus in Vγ4^−/−^/Vγ6^−/−^ Mice

As lung Vγ1 T cells show simultaneous expression of transcriptional programs of γδ17 cells, for example, *Rorc*, and of γδ1 cells, for example, *Lck* or *Cd27*, in Vγ4^−/−^/Vγ6^−/−^ mice, we asked about the presence of c‐Maf and Rorγt‐expressing cells in the adult thymus.

In the thymus, CD24 can be employed to define immature and mature γδ T cells [35, 41]. First, thymic CD24^−^ Vγ1 T cells do express c‐Maf and RORγt in both WT and Vγ4^−^/^−^Vγ6^−^/^−^ mice. Nevertheless, the frequencies of c‐Maf^+^ RORγt^+^ cells among WT CD24^−^ Vγ4 T cells were highest (Figure 5A). For immature cells, defined as CD24^+^, the highest frequency and cell number of c‐Maf^+^ RORγt^+^ cells were observed for thymic Vγ4 T cells of WT mice (Figure 5B). There was no significant difference in the frequencies and cell numbers of c‐Maf^+^ RORγt^+^ CD24^+^ Vγ1 T cells among Vγ4^−/−^/Vγ6^−/−^ and WT mice (Figure 5B).

**FIGURE 5:**
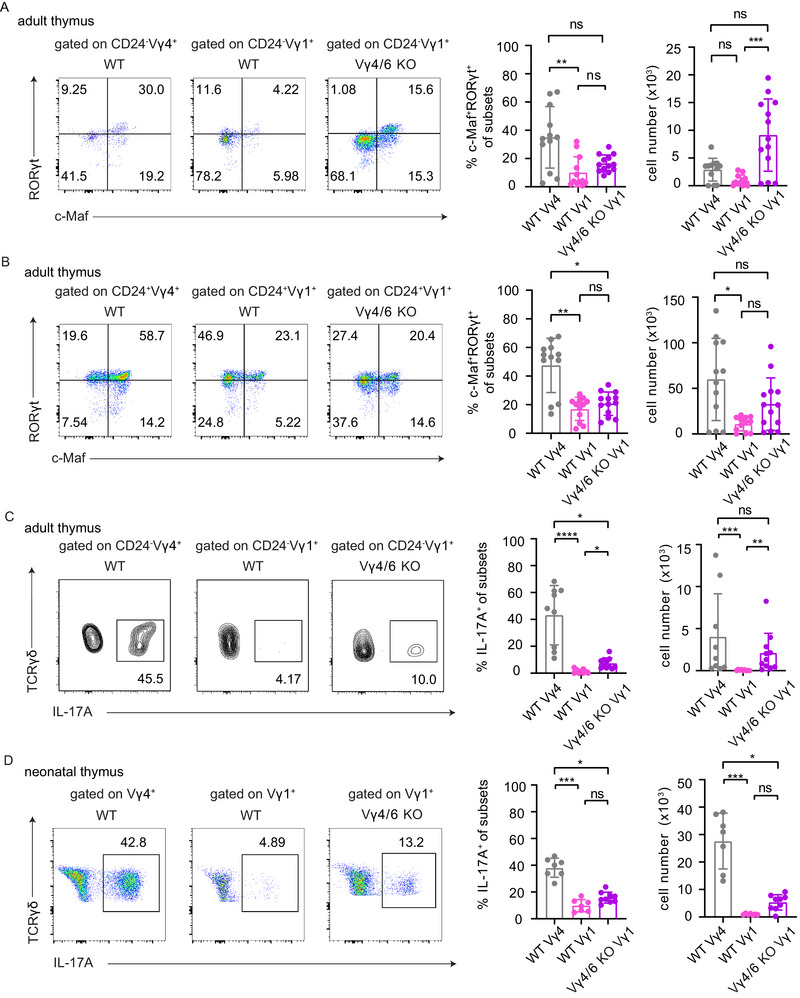
c‐Maf/RORγt expression and IL‐17 production in thymic Vγ1 T cells. (A) Representative FACS plots showing c‐Maf and RORγt expression in mature (CD24^−^) Vγ1 T cells from the thymus of adult (5–7 weeks old) WT and Vγ4^−/−^/Vγ6^−/−^ mice. WT Vγ4 T cells are shown as a reference. Quantification (right) shows the percentage and absolute numbers of c‐Maf⁺ RORγt⁺ cells among γδ T cells. (B) Representative FACS plots showing c‐Maf and RORγt expression in immature (CD24^+^) Vγ1 T cells from the thymus of adult WT and Vγ4^−/−^/Vγ6^−/−^ mice. Quantification (right) shows the percentage and absolute numbers of c‐Maf⁺RORγt⁺ cells among γδ T cells. (C) Frequencies of IL‐17A expression in mature (CD24^−^) thymic γδ T cells from adult WT and Vγ4^−/−^/Vγ6^−/−^ mice after overnight in vitro stimulation with IL‐23 and IL‐1β. Quantification (right) shows the percentage and absolute numbers of IL‐17A⁺ γδ T cells in the thymus. (D) Frequencies of IL‐17A expression in thymocytes from neonatal (day 5) WT and Vγ4^−/−^/Vγ6^−/−^ mice following in vitro stimulation with PMA and ionomycin. Quantification (right) shows the percentage and absolute numbers of IL‐17A⁺ γδ T cells in the thymus. Data are representative of two or three independent experiments, with *n* = 3–4 mice per group. Statistical analysis was performed using a nonparametric Kruskal–Wallis test with Dunn's multiple comparisons correction. (ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). γδ T = gamma‐delta T; WT = wild‐type. KO = Vγ4^−/−^/Vγ6^−/−^.

Next, the production of IL‐17 by CD24^−^ Vγ4 and Vγ1 T cells was assessed in the adult thymus. The data show that Vγ4 T cells in WT conditions produce IL‐17 in particular. In addition, higher levels of IL‐17 production were observed in Vγ1 T cells from Vγ4^−/−^/Vγ6^−/−^ mice than in Vγ1 T cells from WT mice (Figure 5C). A similar experiment was performed on γδ T cells in the neonatal thymus. In all conditions, IL‐17 production was evident, with Vγ4 T cells being the highest IL‐17 producers in WT neonatal thymocytes (Figure 5D; Figure S4A). In addition, the abundance of CD44^+^ cells with respect to IL‐17 secretion and the expression of the Vγ1^+^ or Vγ4^+^ chain was assessed in WT and Vγ4^−/−^/Vγ6^−/−^ neonatal thymocytes, and further compared with the fetal Vγ4^−/−^/Vγ6^−/−^ thymus at embryonic day (ED) 17.5 (Figure S4B). In the neonatal thymus of Vγ4^−/−^/Vγ6^−/−^ mice, Vγ1 T cells nicely resemble a CD44^high^ IL‐17^+^ phenotype, which is comparable to Vγ4 T cells in WT conditions. In addition, the distribution of CD44^+^ and IL‐17^+^ T cells with respect to the Vγ1‐chain usage in embryonic Vγ4^−/−^/Vγ6^−/−^ thymocytes appears to be consistent with a previous report of Haas et al. [13]. Furthermore, the assessment of IL‐17^+^ cells among Vγ1 T cells in the Vγ4^−/−^/Vγ6^−/−^ embryonic thymus gives evidence for IL‐17 production at this developmental stage (Figure S4C). In summary, subsets of Vγ1 T cells in the adult thymus of Vγ4^−/−^/Vγ6^−/−^ mice share molecular features with developing γδ17 cells. Moreover, Vγ1 T cells produce IL‐17 in the fetal and neonatal thymus of Vγ4^−/−^/Vγ6^−/−^ mice.

## 3 Discussion

The Vγ‐chain of the TCR is commonly used to categorize γδ T cells into different subsets.

Vγ4 and Vγ6 T cells are the dominant IL‐17 producers, although IL‐17 production is not confined to these two subsets [34]. Here, we demonstrate the presence of Vγ1 T cells that secrete IL‐17 in peripheral lymphoid organs of mice lacking Vγ4^+^ and Vγ6^+^ TCRs.

Several studies have demonstrated that Vγ1 T cells produce IL‐17 both at steady state and in disease models. In mice with chronic granulomatous disease, IL‐17‐producing pulmonary γδ T cells expressing a Vγ1^+^ TCR were reported [43]. In *S. aureus*‐infected mice, a minority of renal Vγ1 and Vγ4 T cells demonstrated simultaneous IL‐17A and IFN‐γ production [44]. Our data indicated IL‐17A secretion by Vγ1 T cells in the absence of Vγ4 and Vγ6 T cells; however, the overall IL‐17A production capacity of peripheral γδ T cells was reduced. Consistent with these results, it has been reported that, under steady‐state conditions, some IL‐17^+^ Vγ1 T cells are visible in the thymus, peripheral lymphoid organs, lung, and liver [13]. Another study showed that expression of a monoclonal δ‐chain supports the development of Vγ1 T cells and that some of these cells express IL‐17^45^. Notably, the functionality of γδ T cells being positive for the Vγ6^+^ or Vγ4^+^ TCRs that pair with the monoclonal δ‐chain was not impaired [45]. Overall, there is a connection between the Vγ‐chain and IL‐17‐production capability. Our data support the idea that at least three Vγ‐chains, namely Vγ1, Vγ4, and Vγ6, can induce or support IL‐17 secretion. However, the fact that a large proportion of Vγ4 and Vγ1 T cells do not produce IL‐17 suggests that the Vγ‐chain alone may not be sufficient for IL‐17 induction.

Our scRNA‐seq data from Vγ1 T cells, which were isolated from the lungs of Vγ4^−/−^/Vγ6^−/−^ mice, revealed high expression of molecules involved in TCR signaling, including *Lck*, *Lef1*, and *Tcf7*, within the cluster exhibiting γδ17 cell‐associated gene expression. Notably, *Lck*, *Lef1*, *Tcf7*, and others have been reported to be expressed in IFNγ‐committed cells [23, 35, 41], whereas the TCR activity of γδ17 cells is associated with Syk activity and the phosphoinositide 3‐kinase pathway, which is important for inducing and maintaining the transcriptional program of IL‐17 producers [19].

IL‐17 γδ T cells predominantly develop in the early stages of life, and it is presumed that the early fetal thymus and/or embryonic hematopoietic sources play a key role in their generation [13, 17]. Here, we demonstrate the presence of IL‐17^+^ Vγ1 T cells in the late embryonic and neonatal thymi in Vγ4^−/−^/Vγ6^−/−^ mice. The data presented here are consistent with the presence of Vγ1, Vγ4, and Vγ6 T cells that are IL‐17^+^ and CD44^+^ in WT fetal and neonatal thymus, as reported by Haas et al. [13]. Moreover, IL‐17^+^ Vγ1 T cells and newly generated γδ17 cells were also detected in the adult thymus of Vγ4^−/−^/Vγ6^−/−^ mice. Expression of the key transcription factors for IL‐17 production, c‐Maf and RORγt [40], among developing CD24^+^ Vγ1 T cells in the adult thymus indicates that Vγ1 T cells with the potential to produce IL‐17 are also generated postnatally. A similar concept has been proposed for a subset of IL‐17^+^ Vγ4 T cells [46], and the present results on the TCR repertoires of IL‐17‐secreting cells further support this concept for IL‐17^+^ Vγ1 T cells. When we compared the TCR repertoire, focusing on *Trdv1* and *Trdv5* sequences, of IL‐17^pos^ and IL‐17^neg^ γδ T cells isolated from adult Vγ4^−/−^/Vγ6^−/−^ mice, we found no specific abundance of fetal‐derived clones in either subset. 

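Rearrangements made before terminal deoxynucleotidyl transferase is expressed in fetal life lack N-insertions, so the share of reads without any was taken as a measure of possible fetal origin. Postnatal rearrangements can lack them too. Clonotypes with an assigned D segment and no N-insertion held 9.35% ± 7.79 (SD, n = 3) of the *Trdv1* and *Trdv5* reads in IL-17 neg samples and 8.82% ± 1.48 (SD, n = 3) in IL-17 pos samples (exact permutation test, p = 1). Single samples had 18.2% (13-01), 3.44% (20-01) and 6.42% (27-01) in the IL-17 neg group. In the IL-17 pos group they had 9.16% (13-01), 10.1% (20-01) and 7.20% (27-01). Joins without an assigned D segment count in the total but never as reads without N-insertions. They held 2.74% of the reads in IL-17 neg 13-01 and 11.5% to 13.4% in the other samples. Among them is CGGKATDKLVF (*Trdv1*, 2.44% in IL-17 neg 27-01), whose most abundant nucleotide form has 0 bases between V and J. The difference of -0.526 percentage points became 3.89 without IL-17 neg 13-01 and 0.284 without IL-17 pos 27-01. As a share of clonotypes the difference was -2.17 (7.21% in IL-17 neg and 5.03% in IL-17 pos samples, exact permutation test, p = 0.2). Much of the share in IL-17 neg 13-01 came from the *Trdv5* clonotype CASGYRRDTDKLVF, which was the most abundant clonotype there (10.3%, 95% Wilson interval 10.1% to 10.4%). It was also the most abundant clonotype in IL-17 pos 20-01 (4.23%, 4.11% to 4.36%) and IL-17 pos 27-01 (1.63%, 1.57% to 1.70%), and was the amino acid clonotype with the largest summed share among those found in all 6 samples. IL-17 pos 13-01 had 2.53% (2.44% to 2.63%) and IL-17 neg 27-01 0.778% (0.729% to 0.831%), whereas IL-17 neg 20-01 had only 2 reads.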

The TCR repertoire of *Trdv1* ^+^ and *Trdv5* ^+^ sequences was highly diverse in Vγ1 T cells, with no specific selection of Vγ1 T cells to become IL‐17 producers. It should be noted that our study was limited by the selection of only two possible paired δ chains based on previous research [33]. Together, these findings demonstrate that IL17^+^ Vγ1 T cells in Vγ4^−/−^/Vγ6^−/−^ mice can be generated both before and after birth.

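The 10 most abundant clonotypes held 39.2%, 44.9% and 10.2% of the reads in IL-17 neg 13-01, 20-01 and 27-01. In IL-17 pos samples of the same numbers they held 26.1%, 24.1% and 10.7%. Of 1936 clonotypes over all samples, defined by CDR3 nucleotide sequence and V and J segments, 1716 (88.6%) were found in 1 sample and 1 in all 6. No pair of samples had more than 3 clonotypes with at least 10 reads in both. By amino acid sequence, the most abundant clonotype of IL-17 neg 20-01 was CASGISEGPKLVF (*Trdv5*, 8.39%, 95% Wilson interval 8.24% to 8.54%), which had at most 5 reads in any other sample. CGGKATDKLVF (*Trdv1*) led in IL-17 neg 27-01 with 2.44% (2.35% to 2.53%) and took 2.11% (2.02% to 2.20%) in IL-17 pos 13-01. The leading clonotype of IL-17 pos 13-01 was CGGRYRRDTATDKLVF (*Trdv1*, 3.13%, 3.03% to 3.24%). Some clonotypes found in most samples were abundant in 1 of them. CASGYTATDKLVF (*Trdv5*) had 8404 reads in IL-17 neg 20-01 and between 1 and 4 in each other sample. Its nucleotide sequence is the 1 found in all 6 samples. Counts this low may be reads carried over between libraries, so they are weak evidence of sharing. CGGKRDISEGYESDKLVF (*Trdv1*) had 4577 reads in IL-17 neg 20-01 and 1 or 2 in the other 4 samples that held it.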

γδ T cells are known to be the main IL‐17 producers in various tissues such as the skin, lung, or reproductive tract. There, they play a role in infection control and inflammatory diseases [34]. It is speculated that, in early life, fetal‐derived γδ17 cells migrate to the appropriate body location, functionally adapt in the tissues, where they are maintained into adulthood [10]. Future studies may need to address cytokine or chemokine signals that guide the adaptation to and maintenance in peripheral tissues. Additionally, scRNA‐seq analysis of IL‐17^+^ γδ T cells revealed high expression of *Nur77*, indicating TCR signaling [38], particularly in skin γδ T cells, suggesting that the TCR itself may be involved in these processes. Vγ1 T cells were rarely found in the skin of Vγ4^−/−^/Vγ6^−/−^ mice, suggesting that their biology does not support adaptation or maintenance in this tissue niche.

Given the high abundance of Vγ1 T cells in the lungs, we focused primarily on characterizing lung γδ T cells in Vγ4^−/−^/Vγ6^−/−^ mice. The lungs are exposed to various pathogens due to their physiological function of gas exchange. γδ T cells play a role in defending the host against bacteria and viruses. They are also involved in allergic diseases, inflammation, and fibrosis, due to their ability to rapidly produce large quantities of cytokines, primarily IL‐17 and IFN‐γ [47]. Our data suggest that IL‐17^+^ Vγ1 T cells only partially compensate for Vγ4^+^ and Vγ6^+^ IL‐17‐producers in the lymphoid organs and lungs of Vγ4^−/−^/Vγ6^−/−^ mice. Consistent with these results, the decreased IL‐17 production in the KO mice leads to a failed granuloma formation, and hence impaired protection against pulmonary mycobacterial infection, as previously reported [48].

Collectively, in Vγ4^−/−^/Vγ6^−/−^ mice, we observed that Vγ1 T cells exhibit phenotypic and transcriptional profiles resembling those of γδ17 cells, suggesting a compensatory response. While they do contribute to IL‐17 production in the periphery, this is less robust than that of Vγ4 and Vγ6 T cells.

## 4 Material and Methods

### 4.1 Mouse Strains

C57BL/6NCrl and B6.TCR‐Vγ4^−/−^/Vγ6^−/−^ mice were housed under specific pathogen‐free conditions at the central animal facility of Hannover Medical School. B6.TCR‐Vγ4^−/−^/Vγ6^−/−^ mice [27] were kindly provided by Dr. Rebecca L. O'Brien (National Jewish Health, Denver, USA). Mice of both genders were used, randomly allocated to all experiments. Experimental procedures were conducted according to institutional guidelines approved by Lower Saxony State Office for Consumer Protection and Food Safety, Animal Care and Use Committee (reference numbers 17/2704 and 2021/276). Analysis of embryonic thymocytes from B6.TCR‐Vγ4^−/−^/Vγ6^−/−^ mice were conducted at the University of Glasgow, UK, under the licence number PPL number PP0826467.

### 4.2 Isolation of Lymphocytes

Thymus, spleen, and peripheral lymph nodes (pLNs) (including superficial cervical, axillary, brachial, and inguinal LNs) cells were mashed and filtered through nylon gauze to obtain single‐cell suspensions.

To enrich γδ T cells in thymus samples, CD4^+^ and CD8^+^ T cells were depleted using the Streptavidin Nanobeads Protocol. Initially, cells were incubated with anti‐CD4‐biotin (RM4.5) and anti‐CD8a‐biotin (53–6.7) for 30 min, followed by incubation with magnetic Streptavidin Nanobeads (Cat#480016). The magnetically labeled fraction was retained using a magnetic separator, and then the untouched cells were collected for further analysis.

For isolation of lymphocytes from the lung and uterus, the tissues were cut into small pieces and treated with digestion buffer (0.5 mg/mL Collagenase D (Cat#1108886601, Worthington) and 0.025 mg/mL DNase I) at 37°C for 45 min. The digestion was stopped by 20 mM EDTA for 5 min, followed by filtering with a 40 µm pore Cellstrainer. Cells were retrieved via Lympholyte M density gradient centrifugation and re‐suspended in MACS buffer.

The isolation of lymphocytes from ear skin was described before [38]. Briefly, ears were split, cut, and then incubated with digestion buffer (RPMI media supplemented with 2 mg/mL collagenase IV (Worthington) and 187.5 mg/mL DNase I (Roche)) for 75 min at 37°C under 1400 rpm of shaking. Digestion was stopped by adding 5 mM EDTA for 15 min at 37°C under 1400 rpm of shaking, after which the ear tissue was further dissociated using an 18G needle. Cells were then filtered through a 100 mM cell strainer (Falcon) for density gradient centrifugation using 40% and 70% Percoll solutions and finally resuspended in MACS buffer.

### 4.3 Flow Cytometry

Following BD Biosciences antibodies were used: anti‐TCRβ PE‐Cy5 (H57‐597), Cat#553173; anti‐Vγ4 BV480 (UC3‐10A6), Cat#746347; anti‐Vγ1.1 BV711 (2.11), Cat#745456; anti‐CD44 BUV496 (IM7), Cat#741057; anti‐CD24 PE (M1/69), Cat#553262; anti‐IFN‐γ PE‐Cy7 (XMG1.2), Cat#557649; anti‐CD45RB BUV395 (16A), Cat#740211; anti‐CD4 BUV737 (RM4‐5), Cat#612844; anti‐CD8β BUV805 (YTS156.7.7), Cat#755247; anti‐CD27 BV510 (LG.3A10), Cat#563605; anti‐CD3 BV650 (17A2), Cat#569683; anti‐IL‐17A AF700 (TC11‐18H10), Cat#560820. Following eBioscience antibodies were used: anti‐CD8a‐biotin (53‐6.7), Cat#13‐0081‐86; anti‐TCRγ/δ PE (GL3), Cat#15‐5711‐82; anti‐CD44 PE‐Cy7 (IM7), Cat#25‐0441‐82; anti‐CD44 BV421 (IM7), Cat#404‐0441‐82; anti‐CD3e PE‐Cy7 (145‐2C11), Cat#25‐0031‐82; anti‐Vγ4 PE‐Cyanine7 (UC3‐10A6), Cat#25‐5828‐82. ThermoFisher antibodies: anti‐c‐Maf eFluor660, Cat#50‐9855‐82; anti‐RORγt PerCP‐ef710 (B2D), Cat#46‐6981‐82; anti‐IL‐17A APC (TC11‐18H10.1), Cat#53‐7172‐80. Following Miltenyi Biotec antibodies were used: anti‐TCRβ APC‐Vio770 (REA318), Cat#130‐104‐811. Following BioLegend antibodies were used: anti‐CD3 APC‐Fire810 (17A2), Cat#100268; anti‐CD3 FITC (145‐2C11), Cat#100305; anti‐Vγ4 APC (UC3‐10A6), Cat#137708; anti‐Vγ1.1 APC (2.11), Cat#141108; Zombie NIR Fixable Viability Kit, Cat#423106.

For cell surface staining, samples were incubated with 2% FcγR Block antibody (clone 2.4G2) and the respective antibody mixes in FACS Buffer (PBS/3% FCS) for 30 min. All staining procedures were performed at room temperature (RT).

For cytokine staining, cells were initially stained with surface markers, followed by fixation with 150 µL Fixation buffer (Cat#00‐5523‐00, eBioscience) at RT for 30–60 min. Subsequently, the cells were washed and incubated with antibodies prepared in permeabilization buffer at RT for 30 min.

For c‐Maf staining, cells were fixed and permeabilized using the Foxp3 Fixation/PermeabilizationTM Kit according to the supplier's manual (eBioscience). Dead cells were detected by staining with Zombie NIR (Biolegend).

Cells were acquired using a Cytek Aurora spectral flow cytometer (Cytek), and data were analyzed using FlowJo 10.0 software.

### 4.4 In Vitro Cell Stimulation

γδ T cells were enriched from single‐cell suspensions using Mojo Sort magnetic beads (Cat#480016, BioLegend) to deplete CD4^+^ and CD8^+^ T cells, as described above. The cells were then incubated overnight with complete medium (RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS), 1% penicillin‐streptomycin, 1% nonessential amino acids (NEAA), 0.001% β‐mercaptoethanol, 1% HEPES, and 1% sodium pyruvate) in the presence of murine IL‐1β (50 ng/mL, Cat#211‐11B, PeproTech) and IL‐23 (50 ng/mL, Cat#1887‐ML‐010, R&D)). Subsequently, the cells were re‐stimulated with PMA (50 ng/mL, Cat#524400, Sigma‐Aldrich) and Ionomycin (2 µg/mL, Cat#I‐24222, Invitrogen) and incubated for 3 h at 37°C with Brefeldin A (10 µg/mL, Cat#B6542‐5MG, Sigma‐Aldrich), followed by flow cytometric analysis.

### 4.5 Isolation of IL‐17 Producing Γδ T Cells for TCR‐seq

The mouse IL‐17 Secretion Assay Detection Kit (Cat#130‐094‐207) from Miltenyi Biotec was used according to the manufacturer's instructions. For stimulation, pLN cells from Vγ4^−/−^/Vγ6^−/−^ knockout mice were resuspended in culture medium with Ionomycin (1 µg/mL) and PMA (10 ng/mL) and incubated for 3 h at 37°C. For isolation by FACS sorting, the anti‐Biotin‐APC, anti‐TCRγ/δ AF488 (GL3), anti‐TCRβ PE‐Cy5 (H57‐597), and anti‐CD3e PE‐Cy7 (145‐2C11) antibodies, as well as Zombie NIR (Biolegend), were used. Cell sorting was carried out on the FACS‐Aria Fusion machine (Becton Dickinson BD Biosciences).

### 4.6 TCR‐seq

mRNA extraction was performed from FACS‐sorted IL‐17^+^ and IL‐17^−^ pLN γδ T cells according to the instructions of the RNeasy mini kit (Qiagen). For *Trd* (Trdv1 and Trdv5) repertoire analysis, the isolated mRNA was reverse‐transcribed using SMARTer RACE 5′‐3′ PCR Kit (Clontech) with a customized protocol. Next, the CDR3 region of Trd clones was amplified via RACE PCR. For all conditions and to control PCR contamination, negative controls (H2O) were run together with each PCR and also subjected to sequencing. All PCR amplicons were subsequently prepared for paired‐end Illumina sequencing (v2 500 cycles), using the Illumina MiSeq platform according to the Illumina guidelines. Sequencing reads from obtained FASTQ files were aligned and annotated with MiXCR according to the international immunogenetics information system [49]. Annotated files were analyzed with V(D)J tools [50] and the Immunarch package in R.

### 4.7 scRNAseq Library and Bioinformatics Flow

Lung Vγ1^+^ T cells from Vγ4^−/−^/Vγ6^−/−^ mice (KO) and lung non‐Vγ1 T cells (mainly Vγ4 and Vγ6 T cells) from WT mice (WT) were FACS sorted. Cells were subjected to scRNAseq library generation using the Chromium Next GEM Single Cell V(D)J Reagent Kits v1.1 according to the manufacturer's protocol (10xGenomics). The scRNAseq libraries were sequenced with the Illumina NexSeq 500 platform. Sequence reads were aligned to the reference mouse genome mm10 (UCSC), and cell barcode‐gene matrices were counted with Cell Ranger 3.1 (10x Genomics). The cell barcode‐gene matrices were then processed with Seurat v4.3.3 under R v4.0.3 to remove low‐quality cells (genes >200, Features <4000, % mitochondrial genes <10). The two datasets were merged and followed by normalization and scaling, dimension reduction, and clustering. Aggregated lineage marker scores were computed via “AddModuleScore” and depicted with “FeaturePlot”. The “FindMarkers” function compared differential expression gene (DEG) between different groups, with a focus on genes observed in at least 10% of cells and maintaining a logFC threshold of 0.5.

### 4.8 Statistics

All statistical analyses were performed using GraphPad Prism version 9.5.0. For comparisons between two groups, nonparametric unpaired Mann–Whitney *U* tests were used. For comparisons among three or more groups, the nonparametric Kruskal–Wallis test followed by Dunn's multiple comparisons correction was applied. Data are presented as mean ± SEM, and *p*‐values < 0.05 were considered statistically significant. The following thresholds were used to indicate significance (ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Author Contributions

Ziqing Wang performed experiments, analyzed data, and wrote the manuscript. Tao Yang analyzed data and contributed to writing the manuscript. Lara‐Marie Behrens, Federico Lupo, and Seth B. Coffelt performed experiments. Anika Janssen performed experiments. Immo Prinz and Inga Sandrock designed the study. Sarina Ravens designed the study, supervised the study, and wrote the manuscript.

## Ethics Statement

Experimental procedures were conducted according to institutional guidelines approved by Lower Saxony State Office for Consumer Protection and Food Safety, Animal Care and Use Committee (reference numbers 17/2704 and 2021/276). Experiments to study fetal thymocytes were conducted at the University of Glasgow, UK, under the license number PPL number PP0826467.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Peer Review

The peer review history for this article is available at https://publons.com/publon/10.1002/eji.70061.

## Supporting information

**Supporting Information file 1**: eji70061‐sup‐0001‐SuppMat.pdf

## Data Availability

Raw single‐cell sequencing and TCR sequencing data are available under NCBIs Gene Expression Omnibus (GSE284167 and GSE284198).

# Supplementary material for: Partial Compensation of IL‐17 Production by Vγ1 T Cells in the Absence of Vγ4 and Vγ6 T Cells
**Source:** Eur J Immunol. 2025 Sep 20;55(9):e70061. doi: 10.1002/eji.70061
**Supplement:** Supplementary file 1 — Supporting Information file 1: eji70061‐sup‐0001‐SuppMat.pdf

Figure S1.

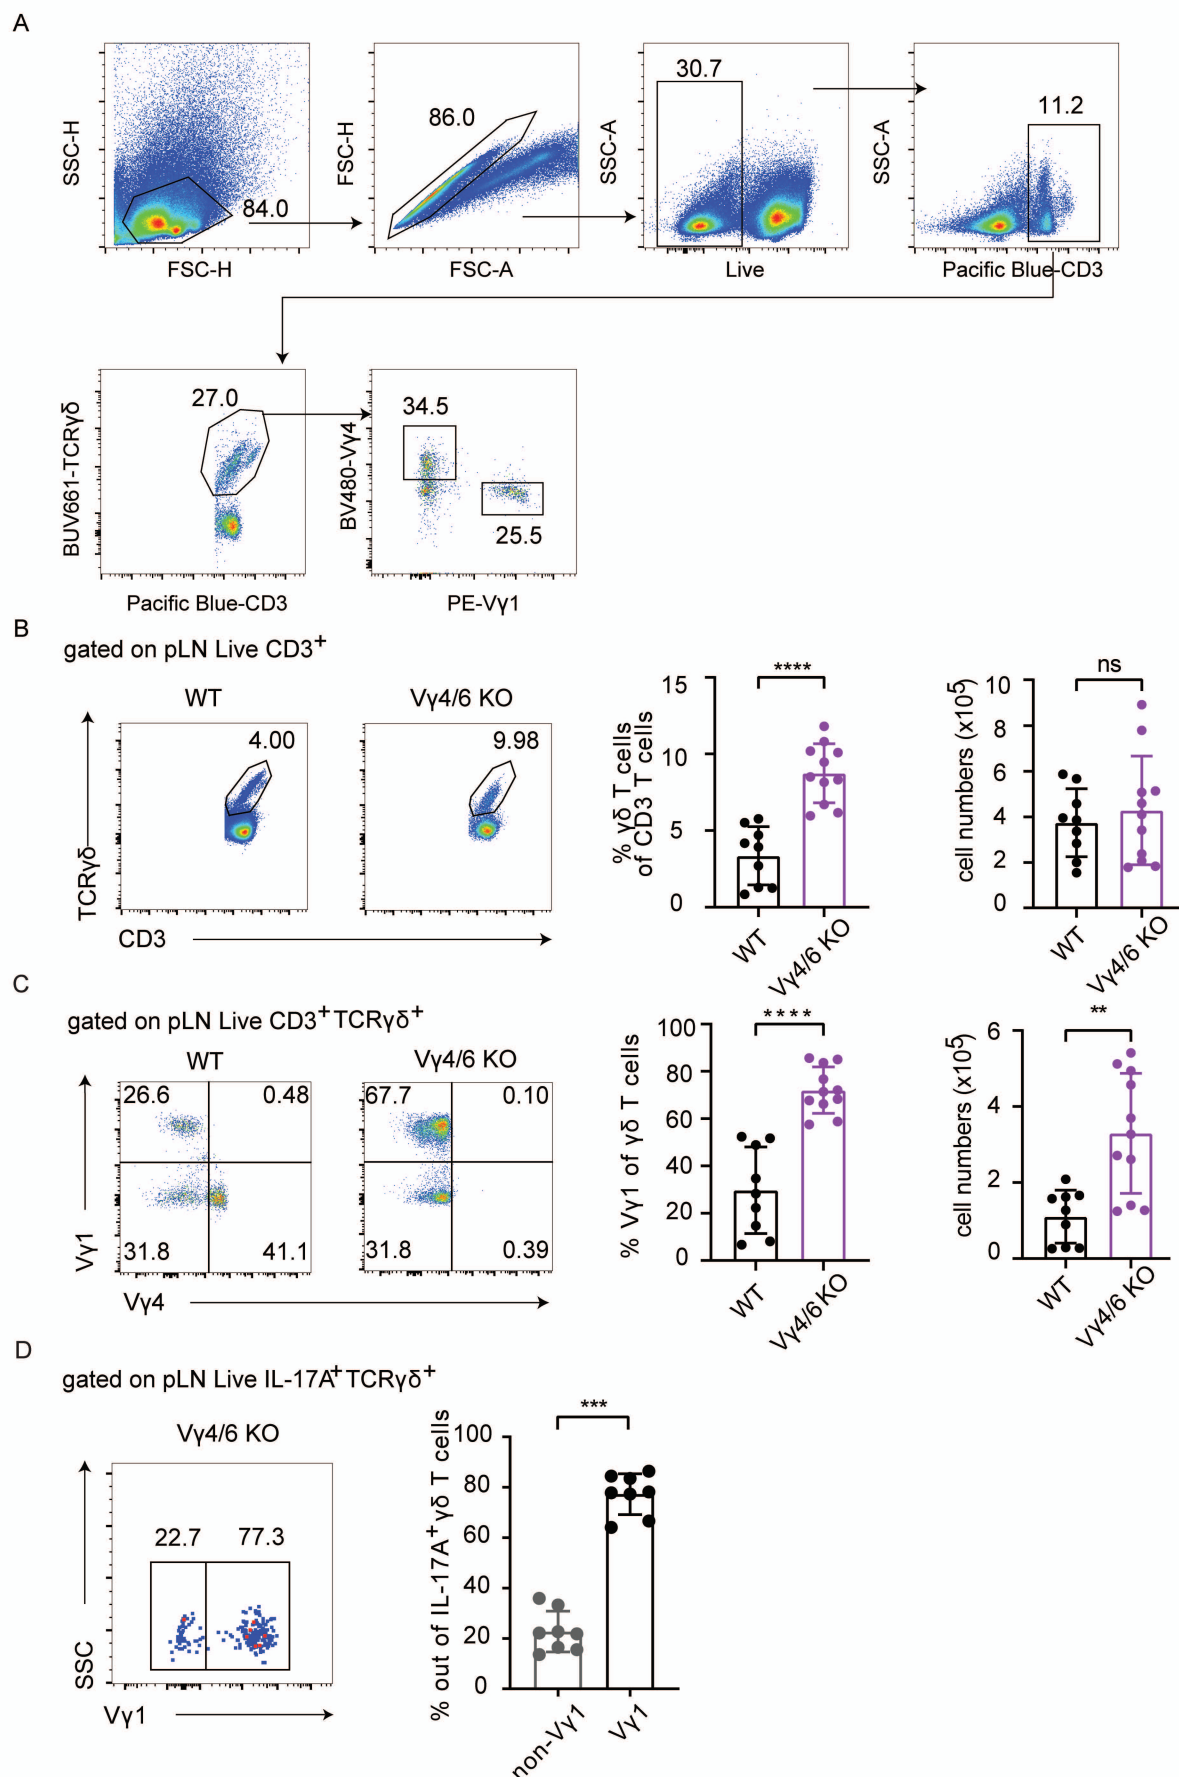

Figure S1: Analysis of pLN  $\gamma\delta$  T cells in WT and  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$  adult mice. (A) Representative gating strategy for the analysis of pLN  $\gamma\delta$  T cells by flow cytometry. (B) Representative FACS plots and graphs show the frequency and cell numbers of  $\gamma\delta$  T cell in pLNs of WT and  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$  mice. (C) Representative FACS plots and graphs show the frequency and cell numbers of  $V\gamma 1$  T cells in pLNs of WT and  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$  mice. (D)  $V\gamma 1$  and non- $V\gamma 1$  T cell frequencies of IL-17A<sup>+</sup>  $\gamma\delta$  T cells in the pLNs of  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$  mice. Data are representative of two or three independent experiments, with  $n = 3-4$  mice per group. P values were determined using an unpaired Mann-Whitney test (ns  $p > 0.05$ , \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ ).  $\gamma\delta$  T = gamma-delta T cells; PLNs = peripheral lymph nodes; WT = wild-type; KO =  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$ .

Figure S2.

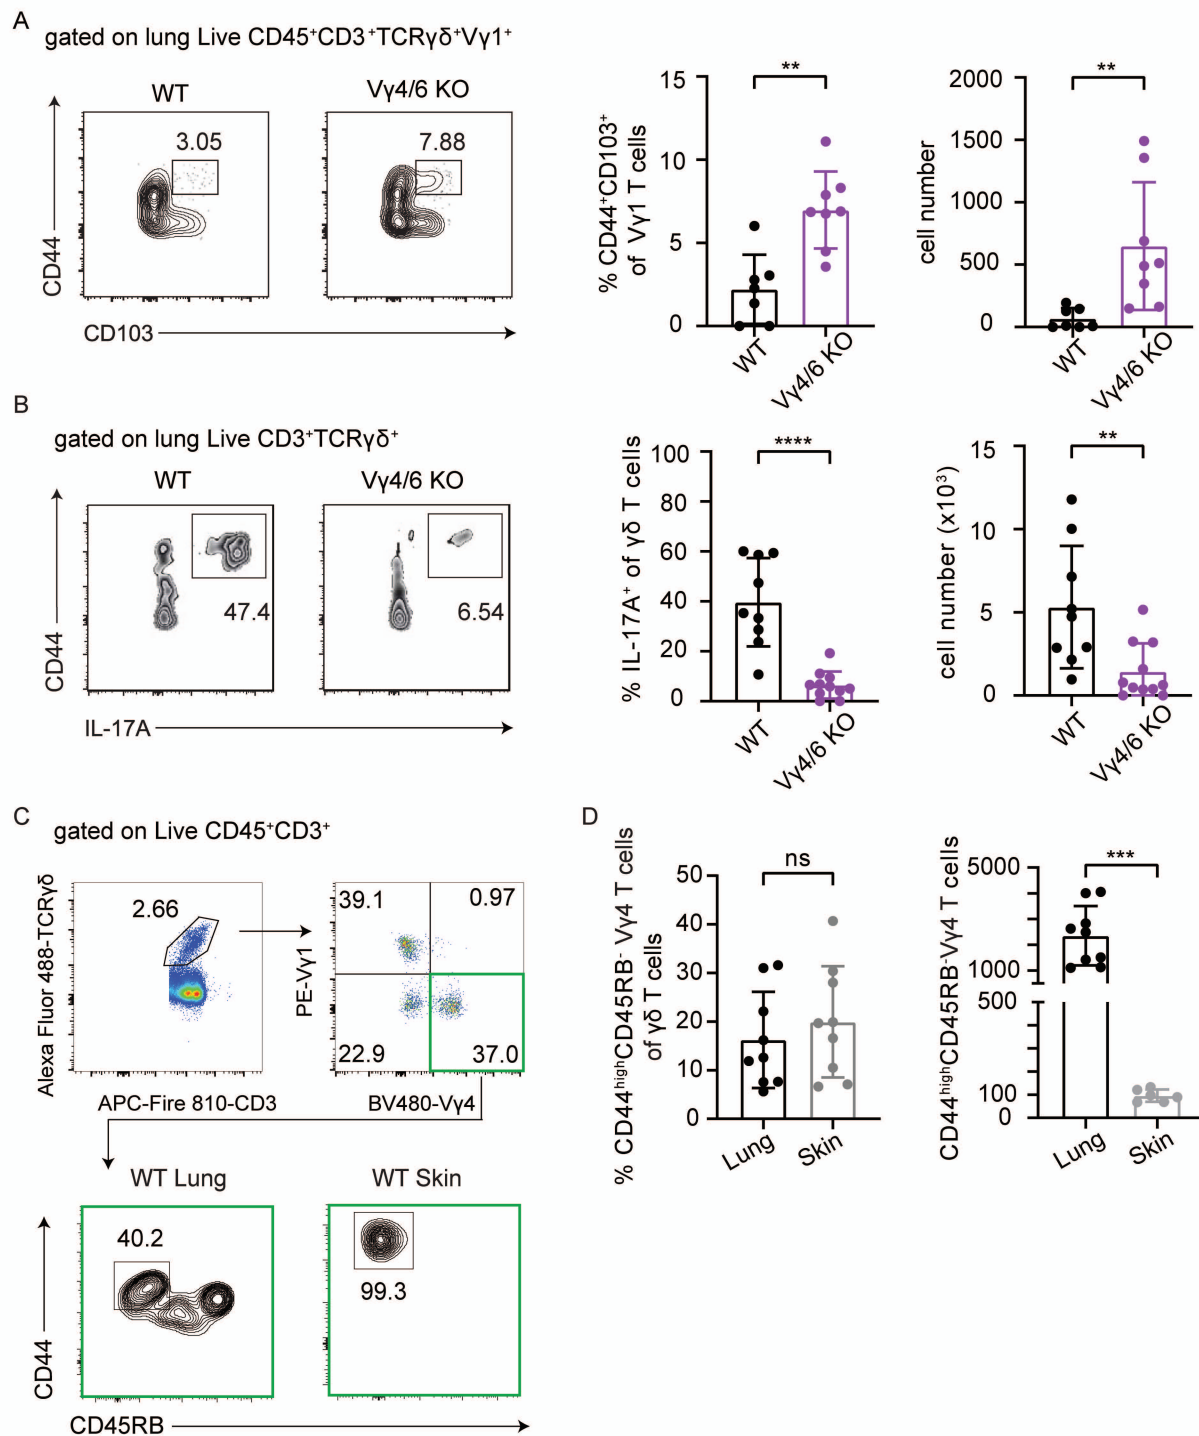

Figure S2: Analysis of tissue γδ T cells in WT and Vγ4<sup>-/-</sup>/Vγ6<sup>-/-</sup> adult mice. (A) Representative FACS plots and graphs show frequencies and cell numbers of CD44<sup>+</sup> CD103<sup>+</sup> Vγ1 T cells in the lungs of WT and Vγ4<sup>-/-</sup>/Vγ6<sup>-/-</sup> mice. (B) Frequency and absolute number of IL-17A<sup>+</sup> γδ T cells in the lungs of WT and KO mice after overnight in vitro stimulation with IL-23 and IL-1β. (C) Representative flow cytometry plots show the expression of CD44 and CD45RB on Vγ4 T cells from WT lung and skin. (D) Frequency of CD44<sup>high</sup>CD45RB<sup>-</sup> Vγ4 T cells among total γδ T cells, and absolute numbers of CD44<sup>high</sup>CD45RB<sup>-</sup> Vγ4 T cells. Data are representative of two or three independent experiments, with n = 3–4 mice per group. P values were determined using an unpaired Mann-Whitney test (ns p > 0.05, \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001, \*\*\*\* p < 0.0001). γδ T = gamma-delta T; WT = wild-type; KO = Vγ4<sup>-/-</sup>/Vγ6<sup>-/-</sup>.

Figure S3.

## A DEG analysis

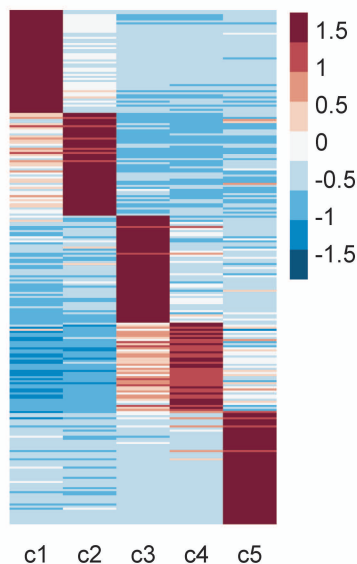B WT  $V\gamma 1^{\text{neg}}$  KO  $V\gamma 1^{\text{pos}}$ 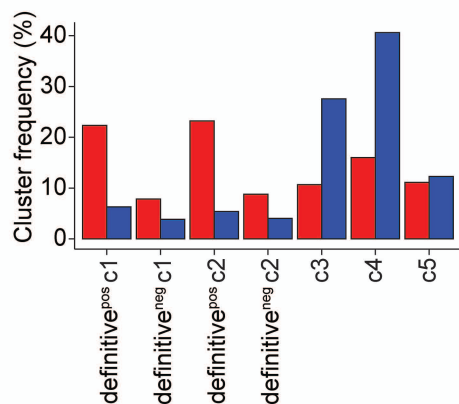C WT  $V\gamma 1^{\text{neg}}$  KO  $V\gamma 1^{\text{pos}}$ 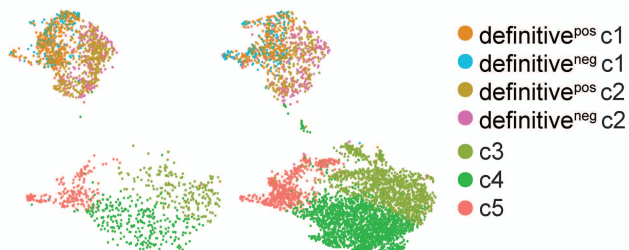

## D

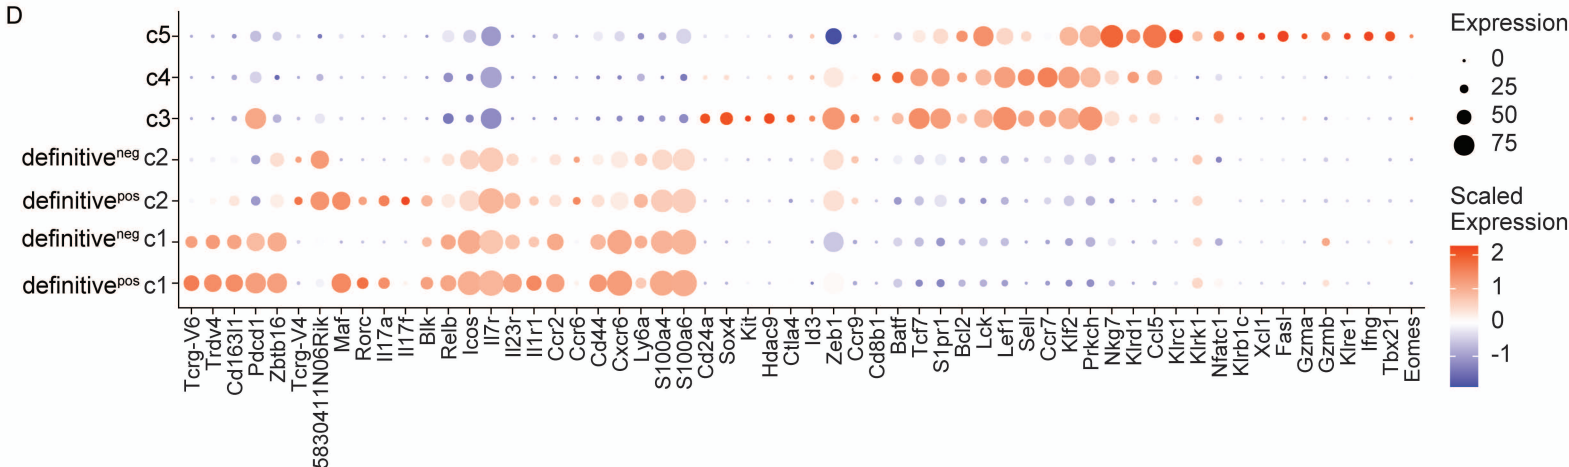

## E

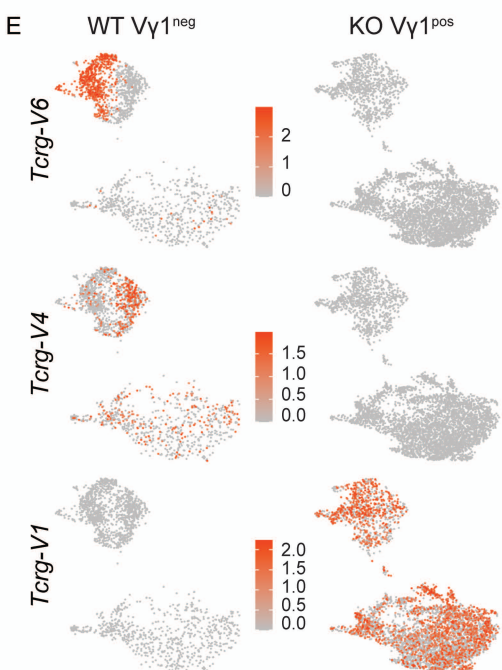

## F

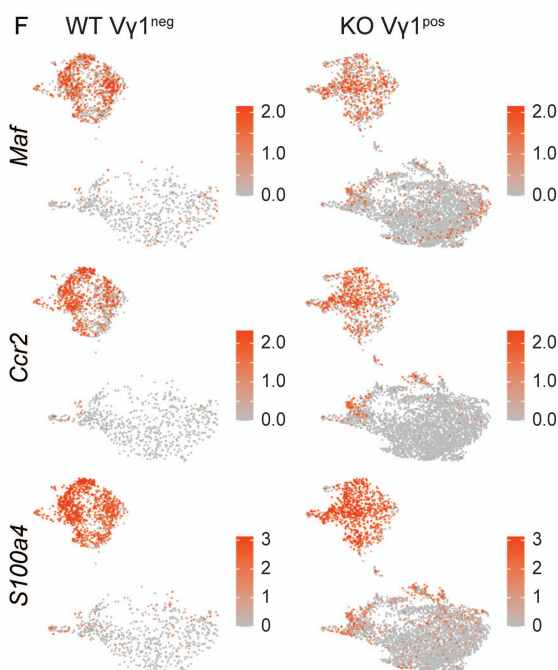

Figure S3: scRNA-seq analysis of  $V\gamma 1^+$  T cells from WT lung and  $V\gamma 1^+$  T cells from  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$  (KO) lung. (A) Heatmap represents the top 50 DEGs for each cell Cluster. (B) The bar plot reveals fractions (%) of absolute cell numbers from WT  $V\gamma 1^{\text{neg}}$  and KO  $V\gamma 1^{\text{pos}}$  T cells that contribute to all clusters. (C) UMAP representation of WT  $V\gamma 1^{\text{neg}}$  and KO  $V\gamma 1^{\text{pos}}$  T cell transcriptomes, colored by cluster. (D) Dot plots display average gene expression per cluster. Gene expression values were scaled to a log2 fold change (logFC). Dots are colored by average logFC and sized by the percentage of cells expressing the respective gene per cluster. (E-F) UMAPs show the selected gene expression of WT  $V\gamma 1^+$  and KO  $V\gamma 1^+$  T cells.

Figure S4.

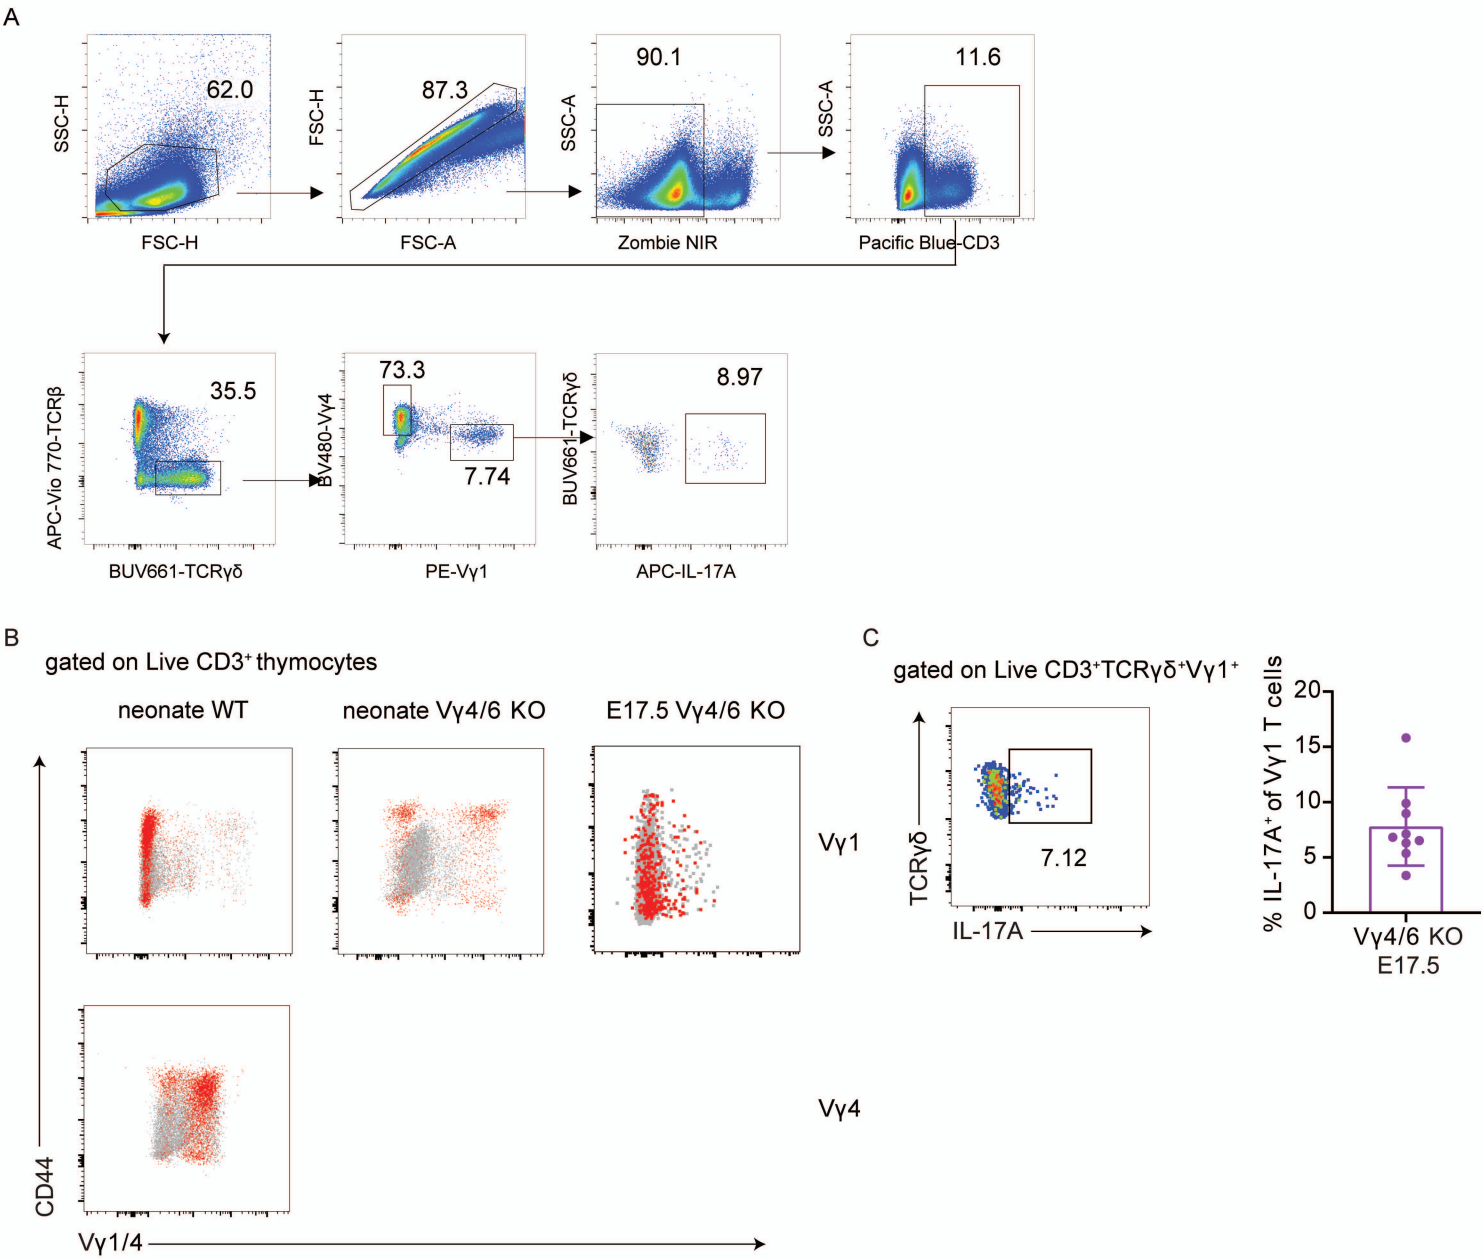

Figure S4: Analysis of thymic  $\gamma\delta$  T cells in WT and  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$  mice. (A) Representative gating strategy for the analysis of cytokine production by WT neonatal thymic  $\gamma\delta$  T cells using flow cytometry. (B) Overlay plots show gated IL-17<sup>+</sup> cells (red) in comparison to all CD3<sup>+</sup> cells (gray) at different age (E17.5 and postnatal day5) from WT and  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$  mice in a staining with CD44 versus the respective V $\gamma$  chains (V $\gamma$ 1, V $\gamma$ 4). (C) Representative FACS plots (left) and statistic graph (right) show the frequency of IL-17<sup>+</sup> V $\gamma$ 1 T cells in the embryonic thymus of  $V\gamma 4^{-/-}/V\gamma 6^{-/-}$  mice. This experiment was performed once; each dot represents one mouse.

How the deposited data were processed for this re-analysis (not part of the article)

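The deposited data cover the TCR-seq of the δ chain in sorted pLN γδ T cells of the double-knockout mice, with 3 IL-17 pos and 3 IL-17 neg samples. The paper's flow cytometry and its single-cell RNA sequencing were not analysed here. Samples were grouped by the labels, which number them 13-01, 20-01 and 27-01 in both groups. Neither the labels nor the paper's text says what the numbers stand for.

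The authors sequenced RACE PCR amplicons as read pairs on a MiSeq, aligned and annotated them with MiXCR against the IMGT reference, and wrote the clonotypes in the VDJtools format. The MiXCR version and its settings for merging similar sequences are not given in the paper's text. Each library has 1 table per read of the pair, 12 tables in all. The deposited count is the number of reads per clonotype, without normalization. The deposited fraction is that count divided by the total of its table. The tables also give the CDR3 nucleotide and amino acid sequences, the V, D and J segments, and the borders of the segments within the CDR3.

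All values were calculated from the counts and the segment borders. The R1 tables, *Trdv1* and *Trdv5*, and coding clonotypes were used for the reported values. The R1 tables hold 107586, 132888 and 114623 reads for IL-17 neg 13-01, 20-01 and 27-01, and 98699, 95803 and 142169 for IL-17 pos 13-01, 20-01 and 27-01. The R2 tables hold between 50814 and 84842 reads. Because reads are PCR products without molecular identifiers, Wilson intervals at the 95% level and the limit for a count of 0 (3 reads of the total) describe counting error alone. The number of sorted cells per sample was not known, and it limits the diversity that can be seen.

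The inverse Simpson index, the mean number of N-insertions, the mean CDR3 length, the shares of *Trdv5* and *Trdv1* reads, the shares of 6 rearrangements and the share of reads without N-insertions were computed for each sample. Groups were compared by an exact two-sided permutation test of the difference in means (IL-17 pos minus IL-17 neg), over 20 assignments. The 6 rearrangements were adjusted together by the Benjamini-Hochberg method. The paper's legend names a Wilcoxon test and its statistics section an unpaired Mann-Whitney U test; with 3 samples per group neither can reach 0.05. The canonical sequence was compared by Fisher's exact test on the number of samples that held it. Overlap was the Morisita-Horn index, compared over the 10 splits of the samples into 3 and 3.

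Counts per amino acid clonotype were tested with edgeR 4.0.16 (R 4.3.3), by the quasi-likelihood test with library size as the only normalization, for clonotypes with reads in at least 3 samples. DESeq2 1.42.0 was run as an alternative. The edgeR step was tested on simulated counts for the 44 clonotypes of the IL-17 pos against IL-17 neg comparison, of which 10 were changed 64-fold. It recovered 10 of 10 with 0 false calls at a dispersion of 0.1. At the dispersion of the real counts, 9.86, it recovered 0 of 10. The other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, with the random seed 17.

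The sequences and positions of the segments were taken from GRCm38 and its RefSeq annotation, since the paper names no genome build for the TCR-seq. The germline join was built from these sequences.

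The tests, the samples in each test and most of the alternatives were chosen before the data were examined. Those alternatives were the R2 tables, non-coding clonotypes, at least 2 reads per clonotype, drawing 95800 reads from each sample (mean of 100 draws), other definitions or weights of each measure, another normalization and other filters for edgeR, a block for the sample number, and leaving out each sample in turn. Chosen after seeing the data were the sum of R1 and R2 reads, at least 10 reads per clonotype, and the germline nucleotide sequence as the canonical one. The clonotypes named were chosen by a rule: the canonical one, the most abundant one of each sample, the 3 found in most samples (ties by summed share of reads), those called by edgeR (at most the 5 with the smallest p), and the invariant *Trdv4* CDR3 of fetal Vγ6 T cells if it had reads. The invariant sequence had 0 reads in every sample; the paper describes the libraries as made for *Trdv1* and *Trdv5*. V segments other than these were to be named above 1% of the reads of a sample, which none reached.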

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

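The test in this part was chosen only after the reads had been seen. A few reads were assigned to V segments other than *Trdv1* and *Trdv5*, which the paper does not report on. There were 19 such reads in IL-17 neg 13-01, 17 in IL-17 neg 20-01, 4 in IL-17 neg 27-01, 12 in IL-17 pos 13-01 and 6 in IL-17 pos 27-01, each above the 3 reads that a count of 0 allows. IL-17 pos 20-01 had 3. They made up at most 0.0177% of the reads of a sample and came from 57 clonotypes, none with more than 3 reads. Of these clonotypes, 0% ended with the last 12 bases of the CDR3 part of mouse *Trdj1* or *Trdj2*, against 83.6% of the *Trdv1* and *Trdv5* clonotypes. This argues against rearrangements of the sorted mouse cells and is consistent with a trace of sequence from another organism. Where in the workflow such sequence entered remains open, and negative controls of the PCR were not analysed here. No biological explanation was tested. Counting all V segments changed the difference in the inverse Simpson index only in its last digits (20.8 with and without them).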

How the results depend on the processing

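Chosen after seeing the data were the settings that sum R1 and R2 reads, that require at least 10 reads per clonotype and that take the germline nucleotide sequence as canonical, and the count over other splits. Over 16 results, 232 values were obtained under alternatives, of which 44 could not reverse: the edgeR and DESeq2 counts, which have no direction, the settings with non-coding clonotypes, and the replicate blocks. Of the other 188, 165 kept the direction and 23 reversed it. Many of the 188 could hardly reverse. Clonotypes of 1 or 2 reads held at most 0.252% of the reads of a sample, so dropping few-read clonotypes barely moves measures weighted by reads. The *Trdv1* share also mirrors the *Trdv5* share and is counted beside it. The count of 165 is therefore no measure of stability. None of the p values was under 0.05, but 3 samples against 3 cannot give one in the permutation tests, so this says nothing about stability. Including non-coding clonotypes moved nothing, because there were 0 of them.

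Differences are IL-17 pos minus IL-17 neg. In the R2 tables the shares of *Trdv5 Trdd1 Trdj1* and *Trdv1 Trdd1 Trdj1* reversed, to 0.180 and 0.0971 percentage points. Counting each clonotype once reversed the difference in N-insertions, to 0.329. As shares of clonotypes instead of reads, the joins without a D segment reversed, to -0.312 for *Trdv5* and 0.0654 for *Trdv1*. With R1 and R2 summed, *Trdv5 Trdd1 Trdj1* reversed to 0.0314. The cause was not tested for any of these. The *Trdv5* share of reads kept its direction but moved from -11.7 as a share of clonotypes to -0.00511 in the R2 tables. *Trdv1 Trdd2 Trdj1* as a share of clonotypes differed by 11.8 (exact permutation test, p = 0.1), and as a share of reads in the R2 tables by 0.621 (exact permutation test, p = 0.8). The share without N-insertions differed by -2.17 as a share of clonotypes (exact permutation test, p = 0.2), against -0.526 as a share of reads. The mean length of *Trdv1* clonotypes kept its direction, at 0.0818 to 0.400 amino acids with exact permutation p between 0.1 and 0.8. It was lowest with at least 10 reads per clonotype (0.0818) and 0.109 with at least 2, which shows that clonotypes of few reads carry most of it.

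Leaving out each sample in turn reversed many differences, as 3 samples per group allow. For the inverse Simpson index the range was -31.1 to 87.9, with reversals without IL-17 neg 13-01, IL-17 neg 20-01 or IL-17 pos 27-01. N-insertions ranged from -0.543 to 0.117 (reversed without IL-17 neg 20-01). The *Trdv5* share ranged from -7.77 to 0.992 and the *Trdv1* share from -0.992 to 7.77 (reversed without IL-17 pos 13-01). *Trdv1* without a D segment ranged from -1.64 to 0.580 (reversed without IL-17 neg 27-01 or IL-17 pos 20-01). *Trdv5 Trdd1 Trdj1* ranged from -0.482 to 0.353 (reversed without IL-17 neg 20-01, IL-17 neg 27-01 or IL-17 pos 27-01). *Trdv1 Trdd1 Trdj1* ranged from -0.559 to 0.268 (reversed without IL-17 neg 27-01 or IL-17 pos 20-01). The canonical share ranged from -0.675 to 0.0690 (reversed without IL-17 neg 27-01). The share without N-insertions ranged from -3.48 to 3.89 (reversed without IL-17 neg 13-01 or IL-17 pos 27-01), and the difference in overlap from -0.0114 to 0.0342 (reversed without IL-17 neg 13-01). Other differences kept their direction with any sample left out but moved in size. The mean CDR3 length ranged from 0.310 to 0.575 for *Trdv1* and from 0.233 to 0.580 for *Trdv5*. *Trdv5 Trdd2 Trdj1* ranged from -11.2 to -3.53 (smallest without IL-17 neg 13-01), *Trdv1 Trdd2 Trdj1* from 1.21 to 7.47 (smallest without IL-17 pos 13-01) and *Trdv5* without a D segment from 1.85 to 5.39 (smallest without IL-17 neg 13-01).

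edgeR called 0 clonotypes in every setting run. The number with an unadjusted p under 0.05 was 0 of 44 as reported, 3 with TMM normalization, 2 of 231 when reads in at least 2 samples were required, 0 of 1799 without a filter, and between 0 and 3 with a sample left out. DESeq2 called 0. The test was not run for the R2 tables, with 7 clonotypes in at least 3 samples, or with at least 10 reads per clonotype, with 3. All 10 of the 10 splits of the samples into 3 and 3 called 0 or more clonotypes, as the real one did, so this count cannot separate the groups from chance.

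What the sample numbers stand for is not known, and they were not used as pairs. Same-numbered samples of both groups had correlations of -0.309 (13-01), -0.0310 (20-01) and -0.0187 (27-01) between their deviations from the group means, over 33 shares by V segment and CDR3 length, none above 0.1. Both 27-01 samples nevertheless had the highest inverse Simpson index of their group, so a shared source of that number is not excluded. With the number as a replicate block, edgeR again called 0, and the exact sign-flip test over the pairs, which has 8 assignments and cannot go below 0.25, gave p between 0.25 and 1. The differences are the same by construction, for example 20.8 for the inverse Simpson index (p = 0.5, exact).

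Drawing 95800 reads from each sample left the difference in the inverse Simpson index at 20.8. A count of 0 still allows a share of up to 0.00211% to 0.00313% of reads, depending on the sample.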

Differences from the paper's values

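The paper's value for the share of the canonical *Trdv5 Trdd2 Trdj1* sequence in the IL-17 pos sample that holds it is about 1.1% in Fig. 2D, read by eye. The highest share in an IL-17 pos sample was 0.208% here, in 27-01. Whether the CDR3 counted here is the one the paper counted was not checked. None of the alternatives set before the data were examined brought it near the paper's value. The R2 tables gave 0.238%, at least 2 reads per clonotype 0.209%, drawing reads to a common total 0.207%, and non-coding clonotypes or the amino acid sequence alone 0.208%. Counting any *Trdv5 Trdd2 Trdj1* clonotype without insertions gave 6.79%. With each sample left out the value was 0.208%, or 0% without IL-17 pos 27-01. Of the settings chosen after seeing the values, at least 10 reads per clonotype gave 0.209%, R1 and R2 summed gave 0.219%, and the germline nucleotide sequence gave 0%. A different *Trdv5 Trdd2 Trdj1* clonotype without N-insertions, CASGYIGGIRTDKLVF, came nearer and was also chosen after seeing the values. With R1 and R2 summed it took 1.13% in IL-17 pos 20-01 and 0% in the other samples. Whether the paper counted it cannot be told, because the paper's text prints no sequence.

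The paper's number of IL-17 neg samples with the canonical sequence is about 0 in Fig. 2D, read by eye, where all IL-17 neg points lie on the axis. Here 2 IL-17 neg samples held it, 27-01 with 1705 reads and 20-01 with 1 read. The single read has the nucleotide sequence of the 296 reads in IL-17 pos 27-01, the sample with which IL-17 neg 20-01 shared the most clonotypes (99, all at least 50-fold apart in reads). No alternative set before the data were examined gave 0. The R2 tables, non-coding clonotypes, drawing reads and the amino acid sequence alone gave 2, at least 2 reads per clonotype gave 1, any clonotype without insertions gave 3, and the number was 1 without IL-17 neg 20-01 or IL-17 neg 27-01 and 2 with any other sample left out. The settings chosen after seeing the values gave 1 (at least 10 reads, and the germline nucleotide sequence) or 2 (R1 and R2 summed). The clonotype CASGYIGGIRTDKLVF, also chosen after seeing the values, had 0% of the summed reads in every IL-17 neg sample, as in the paper's plot.

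The paper states that a single IL-17 pos sample held the sequence. Here 1 held the CDR3 counted as canonical, in a form that is not the germline join. With the germline nucleotide sequence required, chosen after seeing the values, the count was 0 in IL-17 pos samples and 1 in IL-17 neg samples.

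For the inverse Simpson index, the paper's medians of about 32 (IL-17 neg) and about 70 (IL-17 pos) in Fig. 2A, read by eye, compare with medians of 40.7 and 79.5 obtained here. The medians obtained here were higher in both groups. If the paper plotted the same samples, their spread (SD 116 and 90.2) is not the error of this comparison. The error of reading the plot by eye was not measured. Summing R1 and R2 reads and merging clonotypes by CDR3 amino acid sequence gave 31.9 and 70.2. That setting was added after the values had been compared with the plot, and the paper's legend names the nucleotide sequence.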

Other observations

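All tests in this part were chosen only after the results had been seen, except the comparison of N-insertions between shared and other clonotypes and, for clonotypes with 1 or 2 reads, the tests of single-base errors and of reads from another library.

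More clonotypes were shared by IL-17 neg 20-01 and IL-17 pos 27-01 than by any other pair of samples, 99 against at most 32. Of these, 100% had at least 50 times more reads in one library than in the other, 83 of them in IL-17 pos 27-01 and 16 in IL-17 neg 20-01, and the lower count was at most 6 reads. Of the clonotypes with at least 500 reads in IL-17 pos 27-01, 43.3% were seen in IL-17 neg 20-01, against 19.2% of those with at least 100 but fewer than 500 reads and 0% of those with at least 10 but fewer than 100. Independent rearrangement of the same sequence in both samples was tested in 2 ways. The median number of N-insertions of the shared clonotypes was 0.667 times that of the others (4 against 6), above the ratio of 0.5 that had been set as the mark of independent rearrangement before the result was seen, but lower than equality. Since this lay between the outcomes foreseen, a comparison with random pairings was added: over 10000 pairings of the reads of both libraries, at most 69.7% of the pairs differed at least 50-fold (mean 51.2%). The random pairings argue against independent rearrangement as the main source, and the N-insertions leave room for a part of it. A candidate explanation is that reads were carried over between the libraries, in the laboratory or in the assignment of reads to libraries, and these cannot be separated with the tables. The pair belongs to different groups, so such reads add to the number of shared clonotypes between groups, while the Morisita-Horn index of the pair was 0.000703. In other pairs the 50-fold difference held for unequal parts of the shared clonotypes. It held for 17 of 17 between IL-17 neg 20-01 and IL-17 pos 13-01, but for 2 of 10 between IL-17 pos 13-01 and IL-17 pos 27-01. Carry-over was not tested for those pairs.

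Over the 6 samples, 923 clonotypes had 1 or 2 reads. None (0%) differed at 1 position from a clonotype of the same library with at least 50 times more reads. Such sequences may have been merged into the abundant ones before deposit, although 221 pairs of clonotypes within a library did differ at 1 position. Merged sequences would not be among the 923. The share of 0%, found in every library, argues against single-base errors of such abundant clonotypes as the source of the 923. How many such errors were merged before deposit remains open. At 2 or 3 positions, 57.5% differed from a clonotype with at least 100 reads in their own library, against a mean of 3.84% for the other libraries, which is consistent with errors of abundant sequences as the main source over all samples together. Reads from another library could account for 24.3%, which had at least 50 times more reads elsewhere. The 27-01 samples hold most of these clonotypes and weigh most in both pooled shares. There, 74.7% (IL-17 neg) and 74.9% (IL-17 pos) were near an abundant clonotype of their own library, and 9.81% and 6.49% were abundant elsewhere. In IL-17 neg 20-01 the order was the opposite, with 16.1% near an own clonotype and 64.5% abundant elsewhere, and in IL-17 neg 13-01 the shares were 36% and 37%. In IL-17 pos 13-01 they were 61.9% and 22.2%, and in IL-17 pos 20-01 55.0% and 29.4%. Which source prevails thus differs between samples. One or the other held for 80.7%. The number of clonotypes in a sample, and measures that count each clonotype once, therefore depend on these sequences.

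The 27-01 samples had the highest inverse Simpson index in both groups. After 95800 reads were drawn from each sample, the lower of their indices was still 2.85 times the highest of the other samples, and with at least 10 reads per clonotype 2.85 times. The index rests on abundant clonotypes, and these settings changed it by at most 0.0801% and 0.716% in any sample. Drawing reads therefore decides nothing about depth. With at least 10 reads per clonotype the index was 235.1 in IL-17 neg 27-01 and 226.1 in IL-17 pos 27-01, and at most 79.3 in the others. These values argue against clonotypes of fewer than 10 reads as the cause. IL-17 neg 20-01 had more reads than IL-17 neg 27-01 and the lowest index of all samples, but a single library does not exclude depth. Depth, the number of sorted cells and what the number 27-01 stands for remain open, and no biological explanation was tested.

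The germline canonical sequence was abundant in IL-17 neg 27-01 only. The other 5 libraries held 0 reads of it, which argues against reads carried over from one of them. An exchange of the labels of both 27-01 samples cannot be told apart from correct labels. Both hold the canonical CDR3, so at least 296 reads of it would be left in each group either way, while the 1705 reads of the germline nucleotide sequence would move to the IL-17 pos group. The share of clonotypes with *Trdv1 Trdd2 Trdj1*, which separated the groups, was 44.3% in IL-17 neg 27-01 and 44.9% in IL-17 pos 27-01, too close to decide. After the difference from the paper's canonical share had been seen, other *Trdv5 Trdd2 Trdj1* clonotypes without N-insertions were listed from the sum of R1 and R2 reads. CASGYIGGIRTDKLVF took 1.13% of the reads in IL-17 pos 20-01 and 0% in the other samples. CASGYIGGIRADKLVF took 3.14% in IL-17 neg 13-01, 0.516% in IL-17 neg 27-01 and 0.605% in IL-17 pos 20-01. Both are outside the rule for naming clonotypes and were chosen after their values were seen.

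*Trdv1* took a lower share of reads in the R2 tables than in the R1 tables. Clonotypes with long CDR3s kept fewer of their R1 reads in R2. Among clonotypes of at least 100 reads with a CDR3 of at most 45 nucleotides, the share kept by *Trdv1* was still at most 0.821 times that kept by *Trdv5* in all 6 libraries. Loss of long CDR3s is therefore not the whole cause, and what else lowers *Trdv1* in R2 was not tested.

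The *Trdv5* clonotype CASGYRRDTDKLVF was found in every sample. In 5 libraries its reads were within 50 times of the highest count, which argues against reads carried over between libraries as the source in all of them. For IL-17 neg 20-01, with 2 reads, this remains possible. There were 2 nucleotide sequences without N-insertions that encoded it and had at least 100 reads in 3 or more libraries, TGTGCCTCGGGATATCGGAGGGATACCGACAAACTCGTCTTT and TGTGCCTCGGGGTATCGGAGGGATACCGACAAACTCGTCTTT. This is consistent with independent rearrangement of the same sequence, in IL-17 neg and IL-17 pos samples alike.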
